# Identification of co-expression gene networks, regulatory genes and pathways for obesity based on adipose tissue RNA Sequencing in a porcine model

**DOI:** 10.1186/1755-8794-7-57

**Published:** 2014-09-30

**Authors:** Lisette J A Kogelman, Susanna Cirera, Daria V Zhernakova, Merete Fredholm, Lude Franke, Haja N Kadarmideen

**Keywords:** Obesity, RNA sequencing, Gene co-expression networks, Regulatory genes, Systems biology, Osteoporosis

## Abstract

**Background:**

Obesity is a complex metabolic condition in strong association with various diseases, like type 2 diabetes, resulting in major public health and economic implications. Obesity is the result of environmental and genetic factors and their interactions, including genome-wide genetic interactions. Identification of co-expressed and regulatory genes in RNA extracted from relevant tissues representing lean and obese individuals provides an entry point for the identification of genes and pathways of importance to the development of obesity. The pig, an omnivorous animal, is an excellent model for human obesity, offering the possibility to study in-depth organ-level transcriptomic regulations of obesity, unfeasible in humans. Our aim was to reveal adipose tissue co-expression networks, pathways and transcriptional regulations of obesity using RNA Sequencing based systems biology approaches in a porcine model.

**Methods:**

We selected 36 animals for RNA Sequencing from a previously created F2 pig population representing three extreme groups based on their predicted genetic risks for obesity. We applied Weighted Gene Co-expression Network Analysis (WGCNA) to detect clusters of highly co-expressed genes (modules). Additionally, regulator genes were detected using Lemon-Tree algorithms.

**Results:**

WGCNA revealed five modules which were strongly correlated with at least one obesity-related phenotype (correlations ranging from -0.54 to 0.72, P < 0.001). Functional annotation identified pathways enlightening the association between obesity and other diseases, like osteoporosis (*osteoclast differentiation*, P = 1.4E^-7^), and immune-related complications (e.g. *Natural killer cell mediated cytotoxity*, P = 3.8E^-5^; *B cell receptor signaling pathway*, P = 7.2E^-5^). Lemon-Tree identified three potential regulator genes, using confident scores, for the WGCNA module which was associated with *osteoclast differentiation*: *CCR1, MSR1 and SI1* (probability scores respectively 95.30, 62.28, and 34.58). Moreover, detection of differentially connected genes identified various genes previously identified to be associated with obesity in humans and rodents, e.g. *CSF1R* and *MARC2*.

**Conclusions:**

To our knowledge, this is the first study to apply systems biology approaches using porcine adipose tissue RNA-Sequencing data in a genetically characterized porcine model for obesity. We revealed complex networks, pathways, candidate and regulatory genes related to obesity, confirming the complexity of obesity and its association with immune-related disorders and osteoporosis.

## Background

Obesity is a complex common health problem, and because of its exponential growth in prevalence in the last decades, the World Health Organization (WHO) has recognized it as a global epidemic since 1997. Obesity is an excess of adipose tissue, resulting from an imbalance between energy intake and energy expenditure [1]. As adipose tissue plays a key role in the control of energy balance by secreting e.g. hormones, cytokines and growth factors, a disturbance in this tissue is strongly associated with other severe diseases such as type 2 diabetes, cardiovascular diseases and various types of cancer [2].

In this study, we use subcutaneous adipose tissue from a previously established porcine model [3] for studying the genetics of obesity. The value of the pig as a model for obesity has been investigated and proven by diverse studies, as the pig (omnivorous like humans) shares metabolic, digestive and cardiovascular features with humans [4,5]. This was also obvious from a previous study of our F2 pig population which showed a strong genetic divergence for diverse obesity-related traits extensively phenotyped [3,6].

Obesity is highly heritable, with heritability estimates between 40 and 70 percent [7], and although many studies have focused on finding loci involved in obesity (e.g. using genome-wide association studies (GWAS) [8]), the genetic risk variants identified to date explain a limited proportion of the heritability. In addition to genetic approaches, transcriptomic analyses have shown to be useful in studying complex diseases. Transcriptomic analyses give insight into the intermediate step between genes and its function, providing the opportunity to better understanding the biological mechanisms [9]. Microarray technologies have been the main platform in recent years [10] and microarray expression data gave the opportunity of both assessing thousands of genes at the same time while providing a better understanding of the underlying biological processes of many complex diseases [11-13]. Expression data are extensively used to detect differentially expressed genes, but network approaches have also gained ground to reveal more of the complex transcriptional regulation by detecting sets of highly co-regulated genes. Clusters of co-regulated genes that share a common function, called ‘modules’, are thought to work together in a network and correspond to, for example, biological pathways. Several network approaches are available, such as the Weighted Gene Co-expression Network Analysis (WGCNA) method (based on correlation patterns between expression profiles) [14] which has proven its superiority over Partial Correlation and Information Theory (PCIT) methods [15], and the Lemon-Tree project (based on probabilistic graphical models) [16]. We have previously applied WGCNA approaches to complex traits in animal populations [17,18], and the method has also proved to be reliable in various human diseases, e.g. different types of cancer [19,20].

A relatively novel platform for gene expression data is RNA Sequencing (RNA-Seq), which allows us to study the complete transcriptome in more detail and with more precise measurements in comparison with microarray platforms, also facilitating the discovery of novel genes [21]. This has already been proven by Iancu et al. [22] who compared the WGCNA approach applied to microarray expression data and RNA-Seq data. Their results showed that the greater sensitivity and dynamic range results in a better estimation of network properties, such as network density and centralization. The huge advantage of detecting novel genes for complex traits will also be a major opportunity in network approaches, where the biological information included in the network helps in revealing the function of the novel genes. To date, a limited number of studies have analyzed RNA-Seq data using the WGCNA approach to investigate complex diseases and traits, e.g. psoriasis [23], heart failure in a mouse model [24] and alcohol use disorders in a mouse model [25]. Moreover, the WGCNA approach has also been used on RNA-Seq data of human subcutaneous adipose tissue, revealing a cluster of genes associated with serum triglyceride regulation [26]. Also the Lemon-Tree algorithms, previously published as LeMoNe, have showed their value in different biological traits [27-29]. The combined use of high-throughput omics data from clearly characterized groups of individuals for complex diseases and mathematical models to build gene co-expression and regulatory networks is at the core of systems biology methods [13,17,30].

In the present study we applied the WGCNA method and Lemon-Tree algorithms, using RNA-Seq data, with the aim to elucidate transcriptomic regulations of obesity by detecting pathways, novel and regulator genes involved in its pathogenesis. To our knowledge, this is the first study using systems biology and network approaches to study the overall complex transcriptional regulation of obesity using RNA-Seq data in a genetically characterized porcine model.

## Results and discussion

### The genetic background of selected animals

We previously created and published one aggregate genotypic value (or predicted genetic risks) called “the Obesity Index” (OI), representing the degree of obesity per pig from a larger population of 279 pigs resulting from an F2 intercross between Duroc and Göttingen Minipigs [6]. The normal distribution of OI among the entire population clearly showed the existence of large genetic variation between animals. Based on the distribution of the OI we categorized animals into three extreme groups, one for obesity, one for leanness and a third group from the middle of the OI distribution. Subcutaneous adipose tissue was collected for paired-end RNA-Seq from 12 lean (L), 12 intermediate (I) and 12 obese animals (O) totaling 36 samples. 

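The RNA-Seq values deposited for these samples form 1 table of 12253 genes by 36 pigs, with 1 column per pig and no pooled samples. Each group holds 12 biological replicates. There were 7 males and 5 females in the lean group, and 6 males and 6 females in each of the other groups. The authors mapped the paired-end reads to the pig genome Sscrofa10.2 with STAR, counted reads per gene with HTSeq, removed genes at low levels, estimated a size factor per sample with DESeq and normalized with the voom function of limma. The deposited values are on a log2 scale. In every column they lie on the steps that whole reads give when a value is read as the log2 of the read count plus 0.5, divided by the size factor plus 1, on a per-million scale. Within a tolerance of 0.1 reads, 99.9% of the values in the least regular column came out whole. The size factors read from these steps ranged from 0.796 to 1.18 and had a correlation of 0.999 across pigs with the size factors computed from the recovered reads. Between 8735839 and 11755925 reads per pig were recovered, with a median of 10159187 in the lean, 10239823 in the intermediate and 10672358 in the obese group. The smallest recovered count in a column was 6 or 7 reads, so genes that were absent from some pigs are not in the table. Normalized counts are given below as recovered reads divided by the size factor. The correction for gender that the methods describe is not in the deposited values, since residuals of a model per gene would not lie on such steps. With limma, 268 genes differed between males and females after Benjamini-Hochberg (BH) correction at 0.05. Sex was therefore a covariate in limma, and modules and networks were computed from residuals after a linear sex term. The table does not say on which of the sequencing lanes a pig was run or which pigs were full sibs, so no relation could be computed within lanes or families. It gives no phenotypes per pig either. Each pig was given the mean Obesity Index of its group, -2.47 for lean, 0.07 for intermediate and 2.4 for obese pigs. Of the gene identifiers, 8320 had a symbol.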

Descriptive statistics of the OI and a selection of other obesity-related phenotypes within the three subgroups of pigs are presented in Table 1. Among the selected animals, there is a large difference in age at slaughter (L: 309 days, I: 234 days, O: 218 days), as they were slaughtered at approximately 100 kg. In addition, other obesity-related phenotypic measurements showed a significant difference between the three groups, as shown in Table 1.

**Table 1:** Descriptive statistics (mean and standard deviation) and test of difference of means for a selection of obesity-related traits for the three subgroups

	**Gender**^**1**^	OI***	Wgt***	AbdCirc***	ADG***	**DXA**_fat_**	**SL**_fat_**	**SL**_%meat_**
Lean	7/5	-2.47 (0.75)	80.13 (14.98)	112.09 (12.02)	0.29 (0.03)	1833.35 (660.30)	1.70 (1.37)	48.12 (6.88)
Intermediate	6/6	0.07 (0.11)	93.71 (16.87)	122.83 (7.85)	0.45 (0.04)	2031.00 (512.69)	2.68 (0.87)	43.29 (3.70)
Obese	6/6	2.4 (0.36)	113.75 (11.97)	134.25 (7.58)	0.59 (0.05)	3050.22 (907.17)	3.26 (1.17)	41.4 (7.44)

^1^Presented as frequency male/female.

***Highly significant, P-value < 0.001.

**Significant, P-value < 0.01.

Wgt: weight at appr 7 months of age, AbdCirc: abdominal circumference at approximately 7 months of age, ADG: average daily gain from birth to slaughter, SLfat: weight of leaf fat at slaughter, SL%meat: percentage of meat content at slaughter.

### Weighted Gene Co-expression Network Analysis (WGCNA)

We applied the WGCNA approach using the count data resulting from RNA-Seq of 36 porcine subcutaneous adipose tissue samples. The WGCNA analysis relies on the assumption that strongly correlated expression levels of a group of genes indicate that those genes work cooperatively in related pathways, contributing to the resulting phenotype. In addition, genes may also cluster together as a result of a common set of transcription factors. 

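The selection of genes for the network was repeated within each group of 12 pigs on the residuals after the sex term. The adjacency was the absolute Pearson's correlation raised to the power 7, and connectivity was summed over the genes whose SD over the 36 pigs was above 0.25 on the log2 scale. The 1500 genes with the highest connectivity in each of the lean, intermediate and obese pigs made up 3380 different genes. Of the alternatives, the values without a sex correction moved this number most, to 3540 genes; that alternative was chosen after the data had been seen. The selection held 254 of the 275 Blue genes, 57 of the 62 Brown, 18 of the 21 Lightyellow, 100 of the 105 Black and 26 of the 41 Greenyellow genes listed in Additional file 1. Without a sex correction it held 275, 61, 20, 103 and 41 of them, respectively.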

The co-expression network was constructed using 3,532 selected genes and clusters of highly co-expressed genes (modules) were detected and assigned to module colors (Figure 1). 

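The topological overlap of the selected genes was computed over all 36 pigs, and the genes were clustered by average linkage. The dynamic tree cut was not available, so the tree was divided at 1 fixed height, which was chosen in steps of 0.005 as the height with the most clusters of at least 50 genes. That height was 0.99 and gave 12 modules of 50 to 847 genes, which together held 3024 genes. The signed network moved this number most, to 9 modules. All 254 of the selected Blue genes and 43 of the 57 Brown genes were in the same module of 642 genes. The largest module held 97 of the 100 Black genes. A module of 54 genes held 14 of the 18 Lightyellow genes, and a module of 585 genes held 16 of the 26 Greenyellow genes.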

In total, we identified 20 modules, labeled by colors, with each containing at least 50 genes.

**Figure 1:**
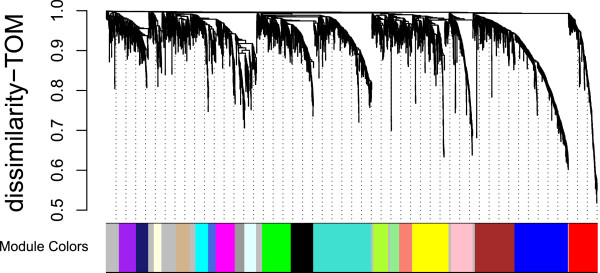
Gene dendrogram showing the co-expression modules defined by the WGCNA labeled by colors.

For each module an eigengene was calculated that explained between 33 and 72 percent of the expression variation. 

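For the 5 modules whose genes are listed in Additional file 1, the eigengene was computed as the first principal component of the genes, each scaled to a mean of 0 and an SD of 1 over the 36 pigs. It explained 66.5% of the variance of the Blue, 54.5% of the Brown, 59.7% of the Lightyellow, 66.3% of the Black and 49.9% of the Greenyellow module. The jackknife standard errors of these shares over the pigs were 4.36, 5.43, 5.03, 3.85 and 7.02 percentage points, respectively. The largest move among the alternatives was that of the Greenyellow module, to 57.2% with values divided by the whole size factor and no sex correction, an alternative that was chosen after the data had been seen.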

The Module-Trait Relationships (MTRs) with all selected obesity and obesity-related (OOR) traits were calculated by correlating the module’s eigengene to the traits of interest (Figure 2) and used for selection of modules for downstream analysis. The matrix representing all MTRs shows that several modules are highly correlated with one or more OOR trait, and it also shows a clear distinction in the MTR of modules between the different OOR traits. Modules were selected when they had a MTR > 0.5 with at least one OOR trait and genes in the modules were retained in the module based on their intra-modular connectivity. 

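The authors list 504 genes of the selected modules with their positions on Sscrofa10.2, and all 504 are in the deposited table. Module Membership, the Pearson's correlation of a gene with the eigengene of its own module, was computed for each of them over the 36 pigs. Its absolute value was above 0.6 for 271 genes of the Blue, 54 of the Brown, 20 of the Lightyellow, 105 of the Black and 36 of the Greenyellow module. Negative memberships, which an unsigned network admits, occurred in 7 Blue, 6 Brown, 1 Lightyellow, 6 Black and 12 Greenyellow genes. The Blue and Brown eigengenes had a correlation of 0.887 with each other over the pigs, and the Brown and Black eigengenes 0.803.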

On the basis of those selection criteria we selected five modules for functional annotation: the Blue Module (275 genes), the Brown Module (62 genes), the Lightyellow Module (21 genes), the Black Module (105 genes) and the Greenyellow Module (41 genes). All genes present in those modules are presented in Additional file 1.

**Figure 2:**
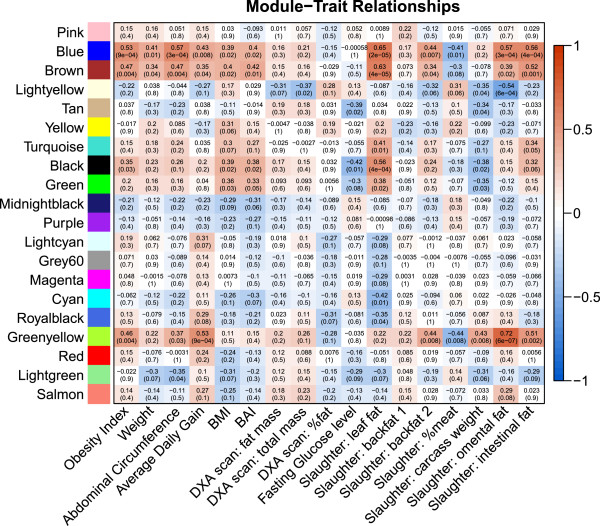
**Matrix with the Module-Trait Relationships (MTRs) and corresponding p-values between the detected modules on the y-axis and selected obesity and obesity-related traits on the x-axis.** The MTRs are colored based on their correlation: red is a strong positive correlation, while blue is a strong negative correlation. Explanation of the traits: Weight, Abdominal Circumference, BMI (Body Mass Index: weight/length^2^), and BAI (Body Adiposity Index: abdominal circumference/length^1.5^) were measured at approximately 7 months of age. DXA scanning was performed at approximately 2 months of age. Fasting glucose levels were determined using an oral glucose tolerance test at approximately 7 months of age. Animals were slaughtered at approximately 100 kg (~7 months). More detailed information can be found in Kogelman et al., 2013 [3].

### Functional enrichment of modules

After correcting for potential gene length bias (see Methods), as longer and highly expressed genes have a greater chance of being detected [31], we identified overrepresented Gene Ontology (GO) terms and KEGG pathways in the selected modules using GOSeq. P-values were adjusted using the Benjamini-Hochberg (BH) correction. The most significant GO terms and KEGG pathways are presented in Table 2.

**Table 2:** Overview of the most significantly overrepresented KEGG pathways and GO terms associated with the modules detected using WGCNA

**WGCNA module**	**KEGG pathway or GO-term**	**Frequency in module**	**Number of genes in term**	**P**_**adj**_
**Blue**	KEGG: Osteoclast differentiation	12	52	1.40E-07
	KEGG: Natural Killer cel mediated cytotoxity	8	34	3.76E-05
	KEGG: B cell receptor signaling pathway	7	29	7.24E-05
	GO: Immune system response	39	516	5.57E-11
	GO: Cell activation	26	217	2.53E-10
	GO: Regulation of immune system response	28	82	1.22E-09
**Black**	GO: Extracellular region	40	382	5.53E-06
	GO: Extracellular matrix	21	121	3.61E-05
	GO: Proteinaceous extracellular matrix	19	97	3.61E-05
**Lightyellow**	GO: Nucleolus	8	124	1.30E-02
	GO: Ribosome biogenesis	4	18	3.40E-02
	GO: Nuclear par	12	437	3.40E-02

The Blue module (eigengene), having the highest correlation with the OI (MTR_OI_ = 0.53), showed an overrepresentation of immune-related GO terms and KEGG pathways. 

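Over the 36 pigs, each given the mean Obesity Index of its group, the Blue eigengene had a Pearson's correlation of 0.476 with the index (two-sided permutation test with 100000 resamples, p = 0.00345, BH-adjusted p = 0.0172 over the 5 modules). Spearman's rho was 0.498 (p = 0.00256, BH-adjusted p = 0.0128). Without the 2 pigs farthest from the median eigengene, both of them lean, r was 0.571 (p = 0.0006). The correlation was the highest of the 5 modules over all pigs, but not within either sex. Greenyellow had r = 0.698 in females, and Black had 0.612 and Brown 0.550 in males, each past the threshold. The Blue correlation was of the same size within each sex, with r = 0.480 in the 17 females (BH-adjusted p = 0.0877) and 0.482 in the 19 males (BH-adjusted p = 0.0641), which did not pass the threshold. Of the alternatives over all pigs, subtracting each pig's median value moved the correlation most, to 0.510.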

As the Blue module is a rather large module, we looked into some intra-modular characteristics: the intra-modular connectivity and the Gene-Trait correlations with the OI (Figure 3A). This plot evidently showed that genes with a high module membership were also highly correlated with OI, motivating us to reduce the module based on the module membership. 

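Across the 275 Blue genes, the Module Membership and the correlation of the gene with the Obesity Index group mean had a Pearson's correlation of 0.799, with a jackknife standard error over the pigs of 0.119. Genes are not independent replicates, so no p-value was computed. The gene-trait correlation was positive for 268 genes and negative for 7. The relation moved most when the absolute values of both correlations were taken, an alternative chosen after the data had been seen, which gave 0.519. From the relation between membership and the Obesity Index, the paper reasons that the module could be reduced to the genes with the highest Module Membership.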

Here we increased the Module Membership threshold to 0.9, resulting in 69 genes. 

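In the residuals, 53 of the 275 Blue genes had a Module Membership above 0.9. Their correlations with the Obesity Index group mean ran from 0.374 to 0.581 with a median of 0.464, and those of the other Blue genes from -0.529 to 0.590 with a median of 0.378. A threshold of 0.85 left 104 genes and a threshold of 0.95 left 17. The highest membership, 0.980, was that of FCER1G (ENSSSCG00000006357, chromosome 4 from 97099150 to 97103132). Its normalized count was 351.9 ± 244.6 (SD, n = 12) in lean, 525.4 ± 235.0 in intermediate and 564.5 ± 159.1 in obese pigs, and its own correlation with the index was 0.467.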

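Scaled to an SD of 1 over the 36 pigs, the Blue eigengene was -0.635 ± 1.05 (SD, n = 12) in lean, 0.125 ± 0.943 (n = 12) in intermediate and 0.510 ± 0.677 (n = 12) in obese pigs. It was below 0 in 10 of the 12 lean, 5 of the 12 intermediate and 3 of the 12 obese pigs. The difference between obese and lean pigs was 1.14 SD units (two-sided permutation test, p = 0.0051, BH-adjusted p = 0.0255 over the 5 modules). The difference exceeded the SD within either group, and stayed between 1.07 and 1.46 with each pig left out in turn. Of the alternatives over both sexes, subtracting each pig's median moved it most, to 1.22. The obese minus lean difference was 1.28 in males and 1.00 in females when computed from the same eigengene, and these did not differ (exact permutation test of the sexes within groups, p = 0.726).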

The expression profile of the eigengene of the Blue module showed a clear under-expression for the lean animals, while it showed overexpression in the obese individuals (Figure 3B).

**Figure 3:**
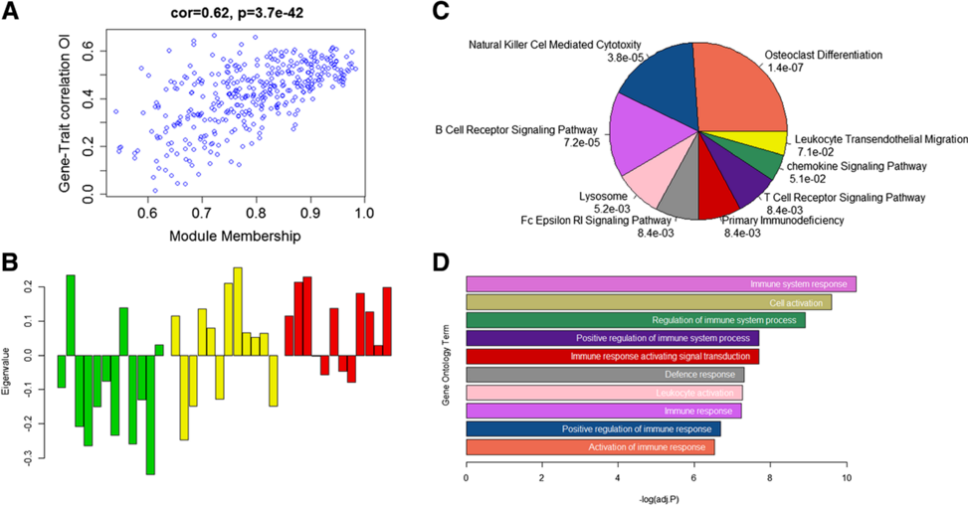
**WGCNA module (Blue) associated with immunity. A)** Association between the Module Membership and Gene-Trait correlation within the blue module. **B)** Module eigengene values (y-axis) across samples (x-axis), with the 12 lean animals colored green, the 12 intermediate animals colored yellow and the 12 obese animals colored red. **C)** Pie chart of all significant KEGG pathways in the blue module. **D)** The top 10 significant Gene Ontology terms in the Blue module.

These expression profiles are as expected, as various studies have shown that an increase of adipose tissue is correlated with an increase of several types of immune cells, particularly with macrophages [32,33] which are key players in the initiation of a chronic inflammatory state in obesity [34]. As expected for the 69 genes, the significant GO terms and KEGG pathways were still nearly all immune related, except that the most significant KEGG pathway was *osteoclast differentiation* (P_adj_ = 1.4E^-7^) (Figure 3C & 3D). Osteoclasts are derived from macrophages, one of the most up-regulated immune cells in adipose tissue of obese individuals, and are therefore also closely linked to many immune diseases [35]. Bone marrow houses two kinds of stem cells: the mesenchymal stromal cells which are precursors for osteoblasts and adipocytes and the hematologic stem cells originating from osteoclasts. Moreover, there is an important communication between adipose tissue and skeleton where factors secreted by adipocytes affect bone remodeling, i.e. leptin, adiponectin, pro-inflammatory cytokines as Interleukin 6 (IL-6) [36,37]. IL-6 is known to be an important regulator of the immune and hematopoietic systems and it has been associated with osteoporosis disease and rheumatoid arthritis [38,39]. Osteoporosis is a polygenic trait [40], whereby increased bone fragility results from increased adipocytes and osteoclastogenesis and insufficient osteoblastogenesis [41]. 

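Expression differences between obese and lean pigs were tested gene by gene with limma on all 36 pigs, with sex as a covariate and BH correction over the 12253 genes. At an adjusted p of 0.05, 5 genes passed, all of them lower in obese pigs, and 1800 genes had an unadjusted p below 0.05. Fitting the lean and obese pigs alone moved this number most, to 17 genes. None of the genes that the paper names as members, hubs or regulators passed over all genes. Adjusted over the list alone, 22 of these 38 genes passed; since the study chose the list on these samples, that count is not independent evidence. In the Blue module, BCL2A1 (ENSSSCG00000001778, chromosome 7 from 54395231 to 54406136) had a normalized count of 47.4 ± 30.0 (SD, n = 12) in lean and 102.3 ± 52.4 (n = 12) in obese pigs, a log2 difference of 1.09 (standard error 0.341, limma adjusted p = 0.114). DOK2 (ENSSSCG00000009612, chromosome 14 from 6618168 to 6622585) had 70.4 ± 43.8 and 123.3 ± 51.2 normalized counts in lean and obese pigs, a log2 difference of 0.83 (limma adjusted p = 0.120). For PTPN6 (ENSSSCG00000025537, chromosome 5 from 66198251 to 66208731) the counts were 298.4 ± 144.6 and 468.9 ± 153.7 and the log2 difference was 0.65 (limma adjusted p = 0.129). PTPRC, which encodes CD45 (ENSSSCG00000010908, chromosome 10 from 26308759 to 26332284), had 333.5 ± 173.0 and 648.8 ± 341.8 normalized counts and a log2 difference of 0.88 (limma adjusted p = 0.0770). CD68 (ENSSSCG00000017956, chromosome 12 from 55296985 to 55299524) had 386.9 ± 219.6 and 646.2 ± 262.9, a log2 difference of 0.74 (limma adjusted p = 0.152). After the sex term, at least 10 of the 12 obese pigs lay above the median of the lean pigs for each of these genes. Their Module Memberships were 0.900, 0.953, 0.951, 0.888 and 0.937, respectively.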

When looking at the functions of the different genes present in the Blue module, we find many genes which have a clear function in the immune system and also have been associated with osteoclast differentiation, e.g. *BCL2A1*, *DOK2*, *PTPN6* and several genes encoding cell surface molecules (e.g. *CD45* and *CD68*). 

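The transcription factor gene SPI1 (ENSSSCG00000013237, chromosome 2 from 16421197 to 16452507) had the fourth highest Module Membership of the Blue genes, 0.969. Its normalized count was 252.3 ± 161.1 (SD, n = 12) in lean, 383.4 ± 149.8 in intermediate and 420.3 ± 140.8 in obese pigs. Obese pigs exceeded lean pigs by a log2 difference of 0.83 (standard error 0.248, limma adjusted p = 0.106), and all 12 obese pigs lay above the lean median after the sex term.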

Another gene in this module is *SPI1. SPI1* is encoding the transcription factor PU.1 protein which activates gene expression during myeloid and B-lymphoid cell development. A study of Wang et al. [42] has shown that PU.1 is expressed in white adipose tissue and plays a role in adipogenesis. Moreover, variations in *SPI1* play a role in osteoclastogenesis as for example, PU.1 deficient mice develop osteoporosis [43], and it increases the risk of fracture by its effect on *ALOX15*[44].

Other highly significant associated pathways in this module are all immune-related, of which the most significant is *Natural killer cell mediated cytotoxity* (P-value = 3.8E^-5^). In fact, obesity causes morphological changes in adipose tissue, resulting in a state of chronic low-grade inflammation [45]. Furthermore, natural killer (NK) cells are critical in the innate immune response, less examined in association with obesity, but it has been shown that diet-induced obese mice show a reduced NK cytotoxity after infection [46]. Another study showed an increased level of NK cells in healthy obese compared with unhealthy obese individuals, suggesting its importance in metabolic processes [47]. Several studies have shown and investigated the link between the immune system and metabolism [48,49], also in combination with obesity [50,51]. This also explains the significant association of the other KEGG pathways and GO terms in this module.

The Black module (MTR_OI_ = 0.35) shows a strong reverse correlation (-0.42) with fasting glucose levels (FGL). 

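With each pig at the Obesity Index group mean, the Black eigengene had r = 0.307 (permutation test, p = 0.0693, BH-adjusted p = 0.0867 over the 5 modules) and rho = 0.255 (p = 0.134, BH-adjusted p = 0.134). Without the 2 pigs farthest from the median eigengene r was 0.191 (p = 0.279), so that much of it rested on those 2 lean pigs. The eigengene was -0.505 ± 1.19 (SD, n = 12) in lean, 0.280 ± 0.779 in intermediate and 0.225 ± 0.862 in obese pigs. The difference of 0.730 between obese and lean pigs was smaller than the spread within the groups (permutation test, p = 0.0980, BH-adjusted p = 0.123). In males the difference was 1.51 and in females -0.215. An exact permutation test of this contrast of 1.73 between the sexes gave p = 0.0415, and a BH-adjusted p of 0.104 over the 5 modules. Fasting glucose levels per pig were not analysed here, so that correlation was not computed.

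**Figure D1:**
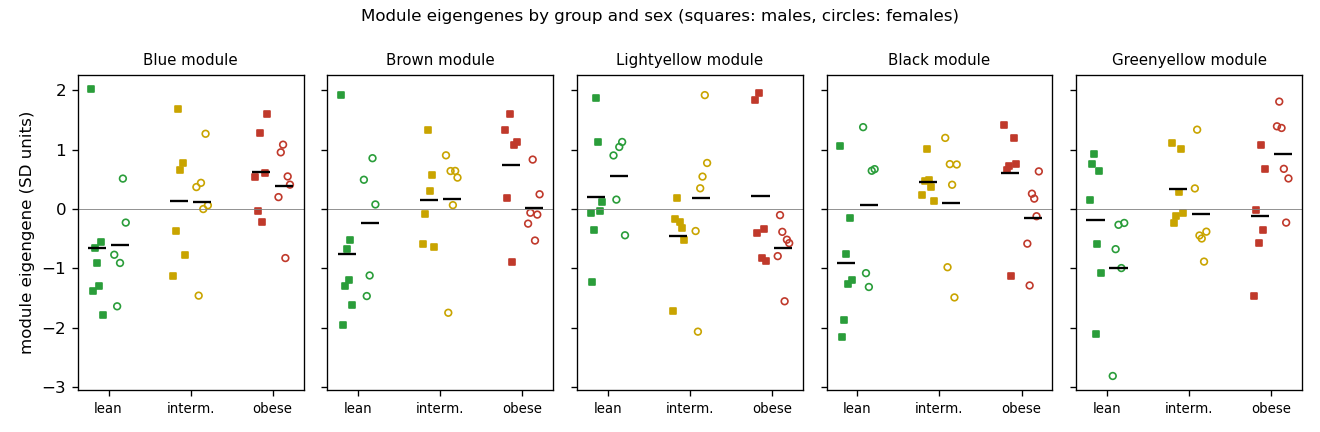
Module eigengenes in SD units (y-axis) of the 12 lean, 12 intermediate and 12 obese pigs (x-axis) for the 5 selected modules, with males as filled squares and females as open circles. Each point is a pig and the horizontal lines are the means of each sex; the Black means of obese and lean males lie 1.51 apart.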

The KEGG pathways are not significant after BH correction, but before BH correction the most significant pathway is *ECM-receptor interaction* (P = 0.001). Several GO terms related to this extracellular matrix (ECM) are found to be significantly overrepresented, also after BH correction, e.g., *extracellular region* (P_adj_ = 5.5E^-6^), *extracellular matrix* (P_adj_ = 3.6E^-5^) and *proteinaceous extracellular matrix* (P_adj_ = 3.6E^-5^). As we are interested in the genes which are involved in the pathways representing the high positive correlation with fatness, but with a high negative correlation with glucose levels, we examined the association of the genes between the two traits. We selected leaf fat at slaughter (SL_fat_) and FGL as traits of interest because of their high correlations. The correlations of the expression profiles with these traits show that there is a wide variation in their correlations with both traits, and that there is a weak negative correlation (-0.23) between the Gene-Trait correlations of SL_fat_ and FGL. Next, we only selected genes having a correlation >0.4 with both SL_fat_ and FGL, resulting in a selection of 36 genes, of which 24 were assigned a gene name, for further functional annotation. Of these genes we will only comment on the most relevant in relation to obesity. *ADAMTS-12* is a metalloprotease necessary for normal immunological response [52]. 

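ADAMTS12 (ENSSSCG00000016816, chromosome 16 from 20237302 to 20549746) had a normalized count of 734.6 ± 294.9 (SD, n = 12) in lean, 1235 ± 425 in intermediate and 1115 ± 378 in obese pigs. Obese pigs were higher than lean pigs by 0.68 on the log2 scale (standard error 0.196, limma adjusted p = 0.0960), and all 12 obese pigs were above the lean median after the sex term. Its membership in the Black module was 0.664, rank 98 of the 105 genes.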

The *PFPK* gene (phosphofructokinase, platelet) is a key regulatory enzyme in glycolysis. 

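The symbol in the deposited gene annotation is PFKP (ENSSSCG00000011158, chromosome 10 from 73581212 to 73608329). Lean pigs had 414.6 ± 121.8 (SD, n = 12) and obese pigs 506.4 ± 119.3 normalized counts, with 532.0 ± 149.9 in the intermediate group. The log2 difference between obese and lean pigs, 0.29 with a standard error of 0.171, was not distinguishable from 0 (limma p = 0.0974, adjusted p = 0.437).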

In the first GWAS presented on obesity, this gene was found to be associated, but did not get validated in the replication stage [53]. However, differential gene expression in the visceral adipose tissue shows differential expression of the *PFPK* gene in obese vs. lean individuals [54]. 

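PCSK5 (ENSSSCG00000023520, chromosome 1 from 255618171 to 255748875), with a Black Module Membership of 0.914, had 52.2 ± 30.4 (SD, n = 12) normalized counts in lean and 89.1 ± 48.2 in obese pigs. The log2 difference was 0.82 (standard error 0.296, limma adjusted p = 0.170). PCSK6 (ENSSSCG00000005785) is not among the genes that Additional file 1 lists for the selected modules. It had 112.9 ± 68.3 normalized counts in lean and 162.3 ± 62.5 in obese pigs, a log2 difference of 0.64 (standard error 0.299, limma adjusted p = 0.307).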

Two of the genes in the modules are proprotein convertase subtilisin/kexins (PCSK): the *PCSK5* and *PCSK6* gene. Several studies have shown their relevance in metabolic-associated processes, for example high-density lipoprotein (HDL) metabolism [55,56]. 

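BDKRB2 (ENSSSCG00000027030, chromosome 7 from 124702126 to 124709258) had 92.9 ± 53.5 (SD, n = 12) normalized counts in lean, 133.0 ± 65.8 in intermediate and 116.5 ± 60.9 in obese pigs. Its log2 difference between obese and lean pigs was 0.40 with a standard error of 0.314 (limma p = 0.209, adjusted p = 0.583), within the spread between pigs. The membership in the Black module was 0.816.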

The *BDKRB2* (BK type 2 receptor) gene has been suggested to be acting as a genetic modulator of glucose homeostasis, potentially increasing susceptibility to diseases like diabetes [57]. The Probable G-protein coupled receptor 133 (encoded by the *GPR133* gene) has been associated using GWAS to body weight control in mice [58] and height control in human [59]. 

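Of the Black genes, GPR133 (ENSSSCG00000009745, chromosome 14 from 25517652 to 25788741) had the highest Module Membership, 0.968. Its normalized count rose from 696.9 ± 492.6 (SD, n = 12) in lean to 880.1 ± 343.4 in intermediate and 1093 ± 577 in obese pigs, with a log2 difference of 0.75 between the outer groups (standard error 0.353, limma adjusted p = 0.312).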

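With a Module Membership of 0.963, MFAP5 (ENSSSCG00000000666, chromosome 5 from 65575791 to 65589682) was second only to GPR133. Normalized counts were 2208 ± 1696 (SD, n = 12) in lean, 3209 ± 1458 in intermediate and 3104 ± 1542 in obese pigs. On the log2 scale, obese and lean pigs differed by 0.69 (standard error 0.400, limma p = 0.0944, adjusted p = 0.435).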

The *MFAP5* gene is also present in the Black module, encoding the microfibrillar-associated protein 5. This is an extracellular matrix glycoprotein, shown to be expressed in adipose tissue, and its expression is positively correlated with BMI, and change in body fat mass [60]. Moreover, Vaittinen *et al*. [60] also found correlations between *MAFP5* expression and insulin resistance markers.

The third investigated module is the Lightyellow Module (MTR_OI_ = -0.22), showing a high MTR with omental fat at slaughter (-0.54). This module does not show any significant KEGG pathways after BH correction, but several significant overrepresented GO terms related to transcription were detected, e.g. *nucleolus* (P_adj_ = 0.013), *ribosome biogenesis* (P_adj_ = 0.034), *nuclear part* (P_adj_ = 0.034), *DNA-dependent transcription*, *elongation* (P_adj_ = 0.038). 

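The Lightyellow eigengene had r = -0.236 with the Obesity Index group mean (permutation test, p = 0.166, BH-adjusted p = 0.166 over the 5 modules) and rho = -0.350 (p = 0.0381, BH-adjusted p = 0.0476), so that only the rank correlation passed. Leaving out the 2 pigs farthest from the median eigengene gave r = -0.358 (p = 0.0363). The eigengene was 0.349 ± 0.869 (SD, n = 12) in lean, -0.134 ± 1.06 in intermediate and -0.215 ± 1.05 in obese pigs. It was below 0 in 5 of the 12 lean, 7 of the 12 intermediate and 10 of the 12 obese pigs. The obese minus lean difference of -0.565 was within the spread between pigs (permutation test, p = 0.164). Recomputed in females alone it was -1.23 (exact permutation test with 6 obese and 5 lean pigs, p = 0.00866, BH-adjusted p = 0.0216), and in males alone 0.0299 (exact permutation test, p = 0.957). The difference between the sexes did not pass (exact permutation test, p = 0.123). Omental fat per pig was not analysed here.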

All these processes are involved in gene expression, which is altered under obesity. The most highly interconnected genes in this module are *AMD1*, *NOL9*, *EIF4A1*, *POLR1C* and *ABCE1. 

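In the Lightyellow module, the sum of a gene's adjacencies with the other 20 genes over the 36 pigs was computed beside Module Membership, by which the paper defines intra-modular connectivity. By the sum of adjacencies, NOL9 (ENSSSCG00000030253) ranked 1 of 21 with 2.13 and POLR1C (ENSSSCG00000028007) 2 with 2.06. ABCE1 (ENSSSCG00000009043) ranked 8 and EIF4A1 (ENSSSCG00000017957) 9, both with 1.27. AMD1 (ENSSSCG00000004392) ranked 13 with 1.10. By Module Membership the ranks were 3 for NOL9, 1 for POLR1C, 7 for ABCE1, 4 for EIF4A1 and 8 for AMD1, with memberships of 0.868, 0.889, 0.833, 0.861 and 0.829. None of these genes had an unadjusted p below 0.05 between obese and lean pigs: the p values from limma ran from 0.0713 for NOL9 to 0.798 for EIF4A1. After the sex term, though, only 2 of the 12 obese pigs lay above the lean median for AMD1, NOL9, POLR1C and ABCE1 each, and 5 for EIF4A1. A lower level in most obese pigs therefore stays open for the first 4 genes. NOL9 had the largest log2 difference, -0.22 with a standard error of 0.119, from normalized counts of 775.0 ± 165.2 (SD, n = 12) in lean and 673.3 ± 197.7 in obese pigs. AMD1 had 666.1 ± 91.3 and 597.9 ± 214.0, a log2 difference of -0.21 with a standard error of 0.144.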

AMD1*, the hub-gene in this module, plays a key role in polyamine biosynthesis. Polyamines have shown to affect growth and development of adipose tissue, and increased levels of polyamines have been associated with childhood obesity [61]. Moreover, in an Indian childhood cohort *AMD1* has been associated with obesity and plasma leptin levels, speculating that *AMD1* influences the susceptibility to obesity by modulating the polyamine metabolism or DNA methylation [62]. *NOL9* plays a role in ribosomal RNA (rRNA) processing [63] which takes place in the nucleolus. It has previously been shown that the *EIF4A1* gene plays a role in the protein synthesis pathway which was altered in insulin-resistant obese individuals [64]. Furthermore, *EIF4A1* was negatively correlated with the insulin receptor gene (*InsR*). *POLR1C* is important in RNA polymerization, which is necessary for transcription. *ABCE1* is involved in viral assembly by inhibiting the action of RNase L, a regulator of innate immunity. It has been shown that RNase L plays an important role in adipogenesis regulation [65] and is able to restore insulin response in muscle cells of obese individuals, suggesting a role for RNase L in “healthy obese” subjects [65]. This finding is in agreement with a study of Mahdi et al. [66] that showed a correlation between the expression levels of *ABCE1* and insulin secretion, following the same WGCNA approach as this study.

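For the Greenyellow eigengene, r with the Obesity Index group mean was 0.386 (permutation test, p = 0.0187, BH-adjusted p = 0.0349 over the 5 modules) and rho was 0.377 (p = 0.0241, BH-adjusted p = 0.0476). The relation rested in part on the 2 pigs farthest from the median eigengene, without which r was 0.270 (p = 0.121). The Brown eigengene had r = 0.385 (p = 0.0209, BH-adjusted p = 0.0349) and rho = 0.364 (p = 0.0312, BH-adjusted p = 0.0476) and, without the 2 pigs farthest from its own median, r = 0.454 (p = 0.00768). Between lean and obese pigs the Greenyellow eigengene moved from -0.524 ± 1.13 (SD, n = 12) to 0.404 ± 0.957 and the Brown eigengene from -0.542 ± 1.16 to 0.382 ± 0.796. These differences of 0.928 and 0.924 had permutation p values of 0.0406 and 0.0346 and the same BH-adjusted p of 0.0677, so neither passed. The Greenyellow difference was 0.0727 in males and 1.92 in females (exact permutation test of the contrast of -1.85 between the sexes, p = 0.0287, BH-adjusted p = 0.104). In the Brown module the difference was 1.50 in males and 0.256 in females (exact permutation test, p = 0.131). The highest Module Memberships were those of OXCT1 in the Greenyellow (ENSSSCG00000016863, 0.843) and ECM1 in the Brown module (ENSSSCG00000029230, 0.908).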

Neither the Greenyellow module (MTR_OI_ = 0.45) nor the Brown module (MTR_OI_ = 0.47) showed any significant KEGG pathways or GO terms after BH correction.

### Differential network analysis

Previous studies have shown the potential of studying the co-expression patterns of sub-networks, thereby comparing two different states of the phenotype of interest [67]. Therefore, we created and compared the lean sub-network and obese sub-network using the expression data of the 12 low OI animals and the 12 high OI animals. For both sub-networks the gene dendrogram was created and modules were subsequently defined to colors (results not shown). Both sub-networks revealed clearly different modules; however, the obese modules were not preserved in the lean sub-network, and vice versa. 

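For each selected module, the mean absolute correlation between its genes was computed within the 12 lean and within the 12 obese pigs. It was 0.680 in lean and 0.501 in obese pigs for the Blue, 0.637 and 0.457 for the Brown, 0.528 and 0.580 for the Lightyellow, 0.737 and 0.639 for the Black and 0.522 and 0.529 for the Greenyellow module. Each module exceeded all of 1000 random gene sets of its size in both groups. The choice of its genes by co-expression over pigs that include these fixes that outcome, so it says nothing on preservation. The Greenyellow difference moved most among the alternatives, from 0.00651 to 0.236 with the values as deposited, chosen after the data had been seen. The modules of each sub-network that the paper compared are not listed, so their own preservation was not computed.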

Biologically, this shows different active pathways in the lean versus obese animals, as expected.

To indicate which genes are acting differently in the sub-networks and consequently potentially being involved in the obese phenotype, we indicated which genes were differentially co-expressed. Modules are constituted of a group of highly interconnected genes, and as a consequence of scale-free topology assumptions, it will consist of many low interconnected genes and a few highly interconnected genes (hub genes). Those hub genes are believed to be biologically important, as they represent tightly regulated processes. We expect that hub genes that behave differently in a certain condition will have a key role in that particular condition. The differential connectivity (k_diff) represents the change in connectivity between the lean and obese sub-networks. In total, we detected 185 differentially connected genes (absolute differential connectivity > 0.6). 

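Differential connectivity was recomputed on the 8511 genes whose SD was above 0.25 after the sex term. Connectivity was the sum of absolute Pearson's correlations raised to the power 9 within the 12 lean or the 12 obese pigs, divided by its maximum in that sub-network, and k_diff was the obese minus the lean value. There were 60 genes with an absolute k_diff above 0.6, of which 51 were more connected in obese and 9 in lean pigs. That balance rested on single pigs: without lean pig 2, the numbers were 25 and 31. Relative connectivity in the lean and in the obese sub-network had a correlation of 0.321 across genes, which are not independent replicates. The values without a sex correction moved the number most: 185 of 8745 genes passed, 96 of them more connected in obese and 89 in lean pigs, and 25 genes passed with both kinds of values. Each result was set against splits of the 24 pigs into 12 and 12 at random. With the sex term, 52 of 100 splits, the real one included, gave as many genes as the real groups; without it, 3 of 100 did.

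**Figure D2:**
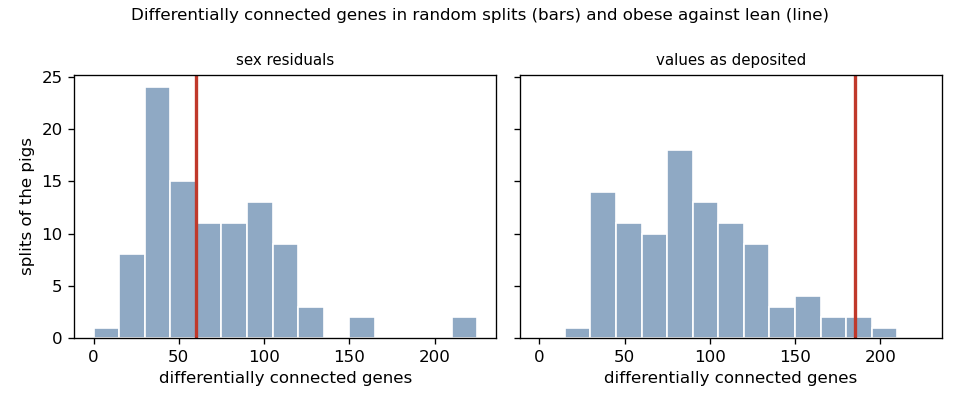
Number of genes with an absolute k_diff above 0.6 (x-axis) in random splits of the 24 lean and obese pigs (y-axis, number of splits, bars) and for obese against lean pigs (line), with sex residuals on the left and values as deposited on the right. The random splits gave a median of 61 genes on the left and 87 on the right, against 60 and 185 for the real groups.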

To assign these genes to biologically relevant genes, they were further selected based on their difference in expression levels between the lean and obese condition (absolute *T*-test statistic > 1.96). This resulted in the detection of 29 genes, 19 of which were assigned a gene name (Figure 4) and 12 of which were also present in one of the selected modules.

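Of the genes past the k_diff threshold, 6 also had an absolute t above 1.96 between the 12 lean and the 12 obese pigs, with t from an equal-variance t-test on the residuals, positive where lean pigs were higher. The threshold on t was not corrected for the number of genes tested. Among the 6 genes, 5 were more connected in obese pigs and 3 were in a selected module. They were REV1 (t = 3.23) and ENSSSCG00000009437 (t = 2.36), which were higher in lean pigs, and CCL5 (t = -2.29), NIT1 of the Greenyellow (t = -2.46), RASGRP4 of the Blue (t = -2.36) and CLSTN2 of the Black module (t = -2.02), which were higher in obese pigs; apart from REV1 and CCL5 they were picked out after their values were seen. RASGRP4 was the gene more connected in lean pigs. The count moved most with the values as deposited, to 48 genes, of which 31 were in a selected module.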

**Figure 4:**
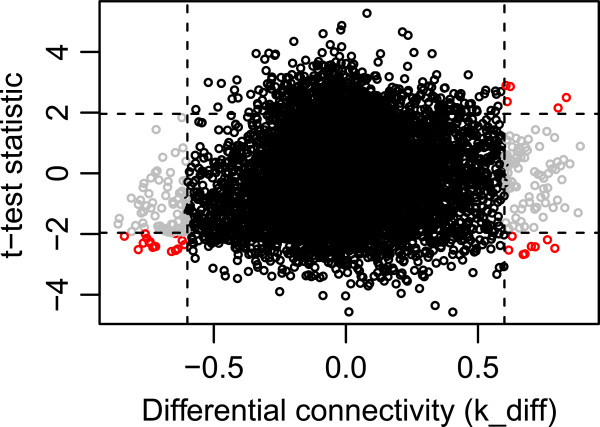
**Plot of the differentially co-expressed genes with on the y-axis the*t*-test statistic (lean vs. obese) and on the x-axis the differential connectivity.** Genes are colored grey when they are differentially connected and colored red if they are also being differentially expressed. In total, 29 genes (19 of which were assigned a gene name) were colored red, which were selected for functional annotation. Discontinuous lines represent thresholds for gene selection: absolute *t*-test statistic > 1.96 and absolute differential connectivity > 0.6.

We found eight genes (*IFI35*, *SNX19*, *MARC2*, *MORN2*, *PLA2G16*, *CCL5*, *CACNA2D1*, and *REV1*) that were hub genes in the obese sub-network, but lowly interconnected in the lean sub-network. 

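On the residuals, the relative connectivity of IFI35 was 0.0371 in the lean and 0.724 in the obese sub-network, a k_diff of 0.687. CCL5 went from 0.0346 to 0.723 (k_diff = 0.689), CACNA2D1 from 0.104 to 0.723 (k_diff = 0.619) and REV1 from 0.152 to 0.756 (k_diff = 0.604). These 4 genes passed 0.6. The other 4 had a k_diff above 0 but below the threshold: 0.502 for PLA2G16, 0.425 for SNX19, 0.323 for MORN2 and 0.0474 for MARC2, whose connectivity in lean pigs was 0.469. With the values as deposited, all 8 genes had a k_diff between 0.611 and 0.834. Subtracting each pig's median value left 1 of the 8 past 0.6, CCL5 with 0.619, and turned MARC2 below 0, to -0.117.

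**Figure D3:**
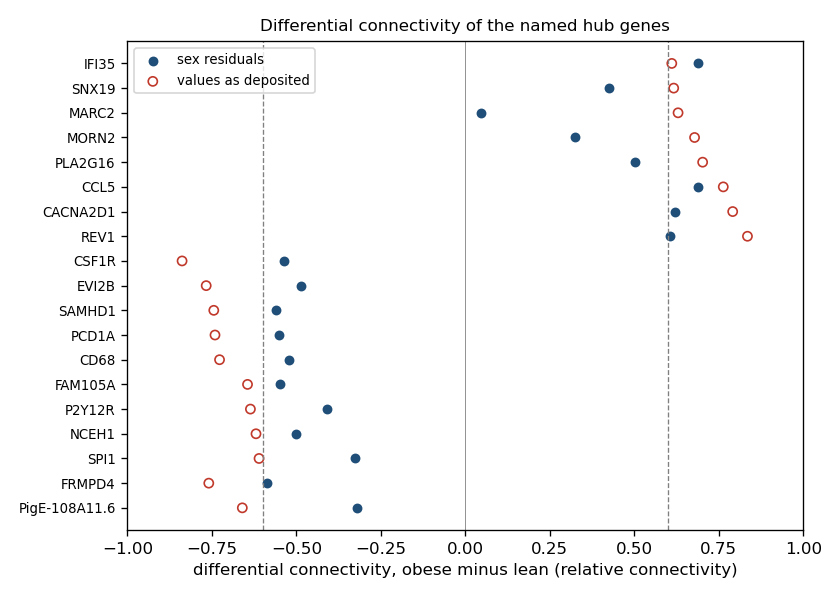
Differential connectivity of the hub genes the paper names (x-axis, obese minus lean relative connectivity) for each gene (y-axis), from sex residuals as filled and from values as deposited as open points, with dashed lines at -0.6 and 0.6. Filled points of 4 genes lie beyond 0.6 and none beyond -0.6.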

All except *IFI35* and *REV1* are up-regulated in the obese animals. 

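In limma with all 36 pigs, 7 of the 8 genes were higher in obese than in lean pigs, and 5 of the 8 had an unadjusted p below 0.05. MORN2 (ENSSSCG00000008480, chromosome 3 from 107607784 to 107611124) had the smallest p: 90.1 ± 12.0 (SD, n = 12) normalized counts in lean and 124.4 ± 29.0 in obese pigs, a log2 difference of 0.41 (standard error 0.114, limma adjusted p = 0.0855), with all 12 obese pigs above the lean median. CCL5 (ENSSSCG00000017705) had 86.7 ± 33.2 and 230.6 ± 262.0, a log2 difference of 0.79 (standard error 0.302, limma adjusted p = 0.195). MARC2 (ENSSSCG00000010826) had 1388 ± 446 and 2169 ± 872, with a log2 difference of 0.59 (limma adjusted p = 0.144), and PLA2G16 (ENSSSCG00000026914, chromosome 2 from 7653511 to 7681456) 1186 ± 246 and 1482 ± 436, with 0.25 (limma adjusted p = 0.339). For SNX19 (ENSSSCG00000015252) the log2 difference was 0.15 with a standard error of 0.115 and for CACNA2D1 (ENSSSCG00000015402) 0.10 with a standard error of 0.169, both within the spread between pigs.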

Many of the obese hub-genes are, as expected, active in obesity-related pathways, where we can see a subdivision in fatness related pathways and immune-related pathways. Both *IFI35* and *CCL5* are immune-related genes. *IFI35* (interferon-induced protein 35) is a cytokine important for communication between cells in the innate immune response. A recent study showed that *IFI35* negatively regulates the RIG-I antiviral signaling [68], which in turn activates the innate immune response. These patterns are in concordance with the down-regulation of *IFI35* in our obese pigs, as it has been accepted that the native immune response is triggered in obese individuals [69]. 

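IFI35 (ENSSSCG00000029763) had a normalized count of 256.5 ± 47.9 (SD, n = 12) in lean, 204.3 ± 65.0 (n = 12) in intermediate and 315.8 ± 160.4 (n = 12) in obese pigs. The log2 difference between obese and lean pigs was 0.13 with a standard error of 0.187 (limma p = 0.501, adjusted p = 0.812), which is not distinguishable from 0. After the sex term, 4 of the 12 obese pigs lay above the lean median. From the down-regulation of IFI35 in obese animals and its negative regulation of antiviral signaling, the paper reasons that the pattern goes with a triggered innate immune response.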

*CCL5* (chemokine (C-C motif) ligand 5) is secreted by bone marrow stromal cells and encodes a protein which is also known as *RANTES* (regulated on activation, normal T cell expressed and secreted). It plays a key role in recruiting leukocytes during immune response and plays a role in inducing the activation of Natural Killer cells [70]. It may also play a role in the inflammation of obese human white adipose tissue [71], as it shows up-regulation in obese subjects [72]. *SNX19* (sortin nexin 19) encodes a membrane-associated protein complex which is associated with coronary heart disease and myocardial infarction. It can also interact with IA-2 which is a major auto-antigen in type 1 diabetes and a regulator of insulin secretion [73]. Several of the obese hub-genes are also related to fat and body weight. The first one is *MARC2* (Mitochondrial Amidoxime Reducing Component 2), which has been associated with decreased total body fat and increased circulating glucose levels in mice [74]. The *PLA2G16* (adipocyte phospholipase A2 (AdPLA) gene, also present in the Greenyellow module, encodes an enzyme that is mainly found in adipose tissue and catalyzes the release of fatty acids from phospholipids in adipose tissue [75]. Genetic variants of this gene have been associated with neutral lipid storage disease [76] and growth traits in cattle [77]. AdPLA-deficient ob/ob mice show an increased lipolysis, a reduced adipose tissue mass and triglyceride content, but show a normal adipogenesis, showing its role in the control of adipocyte lipolysis and thereby its important role in the development of obesity [78]. The *CACNA2D1* gene (Voltage-dependent calcium channel subunit alpha-2/delta-1) encodes a protein in the voltage-dependent calcium channel complex. In a meta-analysis on body fat in mice it was shown to be associated with body fat percentage [79] and has been associated with carcass and meat quality traits in cattle [80,81]. The exact function of the *MORN2* gene is unknown; this gene was also present in the Greenyellow module. The last obese hub-gene is *REV1*, which encodes a DNA repair protein. The fact that this gene is down-regulated in obese animals may be explained by the fact that the DNA repair process is perturbed under obesity. It has been seen, for example, that mutations in genes encoding for DNA repair proteins are associated with developmental inhibition, immunodeficiency and increased risk of cancer in humans [82].

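The normalized count of REV1 (ENSSSCG00000008179) was 254.9 ± 40.3 (SD, n = 12) in lean, 214.7 ± 41.8 in intermediate and 200.2 ± 49.1 in obese pigs. The log2 difference between obese and lean pigs was -0.37 (standard error 0.112, limma p = 0.00239, adjusted p = 0.109), and none of the 12 obese pigs lay above the lean median after the sex term.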

In addition, we found 11 genes (*CSF1R*, *EVI2B*, *SAMHD1*, *PCD1A*, *CD68*, *FAM105A*, *P2Y12R*, *NCEH1*, *SPI1*, *FRMPD4* and *PigE-108A11.6*) which were hub-genes in the lean network but weakly interconnected in the obese sub-network. 

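All 11 genes were less connected in obese than in lean pigs, with k_diff values from -0.587 for FRMPD4 to -0.322 for PigE-108A11.6 on the residuals, so none passed -0.6. CSF1R had a relative connectivity of 0.816 in the lean and 0.279 in the obese sub-network (k_diff = -0.537), and SAMHD1 0.972 and 0.410 (k_diff = -0.561). The same values were 0.711 and 0.384 for SPI1, with a k_diff of -0.327. With the values as deposited, the k_diff of the 11 genes ran from -0.838 for CSF1R to -0.611 for SPI1. With Spearman's correlation on the residuals it ran from -0.581 to -0.0342, and CSF1R with -0.0669 and SPI1 with -0.0613 were close to 0.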

All these genes are up-regulated in the obese animals. All of them, except *FRMPD4*, were also found in one of the WGCNA modules. 

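The log2 difference between obese and lean pigs was positive for all 11 genes, and 10 of them had an unadjusted p below 0.05 in limma. The largest was that of PCD1A (ENSSSCG00000025644, chromosome 4 from 99905535 to 99909248), 1.46 (standard error 0.429, limma adjusted p = 0.102), from 330.2 ± 357.1 (SD, n = 12) normalized counts in lean and 634.7 ± 282.0 in obese pigs. PigE-108A11.6 (ENSSSCG00000029231, chromosome 6 from 53902904 to 53909080) had the smallest p of all genes that the paper names, with 64.9 ± 42.7 and 131.7 ± 48.6 normalized counts and a log2 difference of 1.13 (standard error 0.294, limma adjusted p = 0.0740). EVI2B followed with 164.3 ± 140.2 and 327.5 ± 133.9, a log2 difference of 1.23 (limma adjusted p = 0.0770). For CSF1R the counts were 724.1 ± 482.7 and 1124 ± 267 and the log2 difference 0.80 (limma adjusted p = 0.124). The exception to the 10 was FRMPD4 (ENSSSCG00000030877), with 33.0 ± 20.9 in lean, 53.8 ± 40.8 in intermediate and 35.6 ± 22.6 in obese pigs, a log2 difference of 0.08 (standard error 0.330, limma adjusted p = 0.943).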

Except for the *SAMHD1*gene, they were all found in the Blue module; *SAMDHD1* was present in the Black module. 

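Module Memberships of these genes in the Blue module were 0.962 for EVI2B, 0.906 for P2Y12R, 0.891 for PigE-108A11.6, 0.871 for CSF1R, 0.871 for PCD1A, 0.851 for FAM105A and 0.835 for NCEH1. SAMHD1 (ENSSSCG00000027806, chromosome 17 from 45556581 to 45611771) had a membership of 0.845 in the Black module.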

Several of the 11 genes are immune-related, e.g. *CSF1R*, *SAMHD1*, *PCD1A*, *CD68*, *SPI1* and *PigE*-*108A11.6. CSF1R* (Colony stimulating factor 1 receptor) controls the production, differentiation and function of macrophages [83] and its expression has been correlated with body fat percentage in humans [84]. *SAMHD1* (SAM domain and HD domain-containing protein 1) is an enzyme exhibiting phosphohydrolase activity, converting nucleotide triphosphates to a nucleoside and triphosphate. *PCD1A* is the porcine cd1 antigen involved in the presentation of lipid antigens to T cells, but its precise function is unknown. *CD68* encodes a glycoprotein that binds to low-density lipoprotein, expressed on monocytes/macrophages. Its expression was significantly up-regulated in acquired obesity in monozygotic twin pairs and correlated to liver fat and insulin resistance [85]. *SPI1* has been found in the Blue module in WGCNA, and its relation with adipogenesis and ostoclastogenesis has been discussed. *PigE-108A11.6* is the orthologous of *LILRB5* (leukocyte immunoglobulin-like receptor subfamily B member 5), which is expressed in immune cells where they bind to MHC class 1 molecules on antigen-presenting cells and inhibit stimulation of an immune response. It has been found to be up-regulated in omental adipose tissue in obese individuals [86]. Also various other genes were detected among the hub-genes in the lean animals. The *P2Y12R* gene encodes a protein which is an important regulator in blood clotting and consequently associated with heart attacks [87]. Moreover, insulin inhibits blood platelet aggregation by suppressing the P2Y12 pathway, and therefore type 2 diabetes leads to up-regulation of the P2Y12 pathway, resulting in increased platelet reactivity [88]. The *NCEH1* (Neutral cholesterol ester hydrolase 1) gene encodes an enzyme which is located in the endoplasmic reticulum which plays a role in the regulation of the levels of platelet activating factor and lysophospholipids. *NCEH1* has a key role in the reverse cholesterol transport in macrophages, thereby playing a critical role in human atherosclerosis [89].

### Detection of regulator genes

Several of the detected modules showed an overrepresentation of obesity-related KEGG pathways or GO terms, but the WGCNA approach did not reveal potential gene regulators of detected modules, as WGCNA is an undirected network. The challenge of finding potential regulators of significant gene modules related to obesity was addressed by using Lemon-Tree algorithms (available at https://code.google.com/p/lemon-tree/). Lemon-Tree created a set of potential regulators consisting of transcription factors and signal transducers using the GO categories ‘transcription factor activity’ and ‘signal transducer activity. Those potential regulators were then assigned to nodes with corresponding probabilistic scores for being a “regulator”. Genes will have a high probabilistic score in case there is a differential expression pattern on each side of the particular tree node. After generation of multiple statistically equal partitions of conditions for each cluster of genes, the algorithm uses an ensemble approach to sum the strength with which a regulator participates in each regulatory tree. The overall statistical confidence was calculated and used for prioritizing regulators, represented by the global probabilistic score (Prob. score). Mathematical details of the Lemon-Tree algorithms can be found in Joshi et al. [16]. In this way, we built a regulatory module network using the RNA-Seq expression data and assigned high-scoring regulator genes to the detected clusters of co-expressed genes. We detected in total 43 tight clusters of no less than 10 genes, which resulted in a total of 1417 genes in the clusters. 

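The Lemon-Tree program was not available, so clusters and probabilistic scores were not recomputed. The gene filter stated for it, an SD above 0.5 on the log2 scale over the 36 pigs, left 2776 genes after the sex term. The number moved most with the values as deposited, to 2995.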

A pre-defined group of genes was tested to see whether they may regulate the expression levels of the genes in a particular module, represented by the global probabilistic score (Prob. Score). We tested the significance of the assigned regulators using a *t*-test, showing that the assigned regulators are significantly different from randomly assigned regulators (P-value = 0.000).

As the Blue module resulting from the WGCNA showed a strong association between obesity, immunity and osteoporosis, we investigated the regulator genes of this module. As expected, many of the genes in the Blue module were present in one cluster (cluster1) using Lemon-Tree algorithms. Secondly, we assigned the regulators to the clusters using transcription factors and signal transducers as potential regulators. Associations between these potential regulator genes and detected clusters were calculated, and the top 1% of the regulators were selected as high-scoring candidate regulators (40 regulator genes). Three of these regulators were high-scoring regulators in cluster1, and their expression levels were positively correlated with the expression levels of the genes in the cluster: *CCR1* (Prob. score = 95.30), *MSR1* (Prob. score = 62.28) and *SPI1* (Prob. Score = 34.58) (Figure 5A). Both *CCR1* and *SPI1* were also present in the Blue module, where *SPI1* had already shown its relevance to osteoclast differentiation. 

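In place of the probabilistic score, each regulator was correlated with the Blue eigengene over the 36 pigs, the eigengene being computed from the other 272 Blue genes without CCR1, MSR1 and SPI1. SPI1 had r = 0.969 and rho = 0.976, CCR1 (ENSSSCG00000011322, chromosome 13 from 32323642 to 32330286) r = 0.939 and rho = 0.948, and MSR1 (ENSSSCG00000006979, chromosome 17 from 4110396 to 4191497) r = 0.879 and rho = 0.890. In the permutation tests, p was 1e-05 for each r and rho, the smallest that 100000 resamples can give, and the BH-adjusted p over the 4 regulator relations was the same. Leaving out the 2 pigs farthest from the regulator's median gave r = 0.965 for SPI1, 0.930 for CCR1 and 0.890 for MSR1. Within the groups of 12 pigs, r was lowest for MSR1 in obese pigs, 0.758 (permutation test, p = 0.00448), which was also the largest move among the alternatives. All 3 genes are on the Blue list, which was chosen on these pigs by correlation with the Blue eigengene. High correlations were therefore fixed in advance and say nothing on regulation. All 3 were higher in obese than in lean pigs, from 164.0 ± 144.1 (SD, n = 12) to 340.9 ± 151.4 normalized counts for CCR1 and from 216.1 ± 231.4 to 419.8 ± 206.2 for MSR1. The log2 differences were 1.32 for CCR1 (standard error 0.385, limma adjusted p = 0.0991) and 1.55 for MSR1 (standard error 0.486, limma adjusted p = 0.114).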

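In the gene list of Additional file 1, MSR1 is also a Blue gene, with a Module Membership of 0.881. That of CCR1 was 0.940.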

Statistical scores show that *CCR1* is detected as regulator gene (highest global probability score), encoding the C-C chemokine receptor type 1 protein, which is interacting with the previously mentioned *CCL5* (*RANTES*). It has been mentioned that chemokines play an important role in cell-signaling during immune response. In addition, it has been shown before that *CCR1* is functionally active in human adipose tissue derived stromal cells [90] and plays a role in bone remodeling. Ccr1-deficient mice show a decreased bone mineral density, reduced number of osteoblasts and osteoclast, resulting in an impaired bone formation [91]. Also macrophage scavenger receptors, encoded by *MSR1* (also called *SR-A*), have been associated with osteoclast differentiation, as for example *SR-A* deficient mice show an impaired differentiation of osteoclasts. It was thus concluded that *SR-A* promotes osteoclastogenesis by increasing expression levels of receptor activator of NF-κB (RANK) and related molecules [92]. Again, those results show that there is a link between obesity, the immune system and bone remodeling (osteoporosis) [93,94], and point to a regulatory role in these processes for *CCR1*, *MSR1* and *SPI1*.

**Figure 5:**
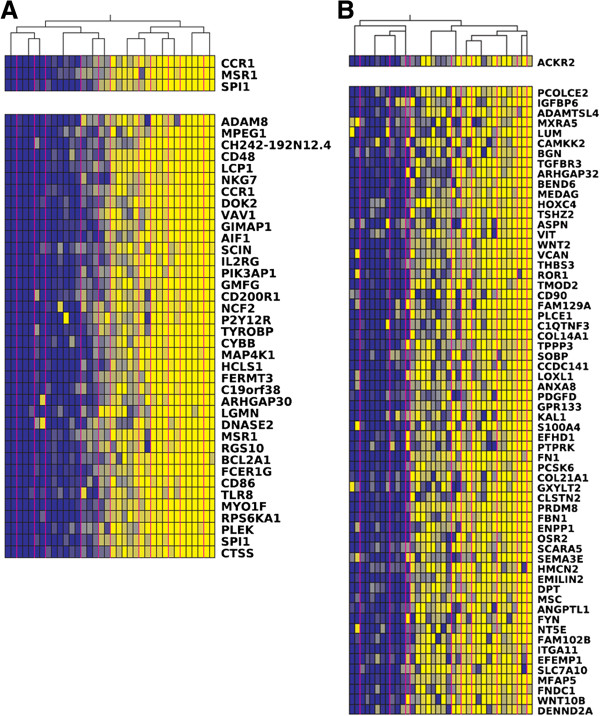
**Color coded expression values of two clusters resulting from the Lemon-Tree algorithm. A)** Cluster1, and **B)** Cluster10. The upper panel represents the high-scoring regulator genes, ordered by their probabilistic score (highest on top). The lower panel represents the genes present in the cluster. Each column represents a sample. The expression of the genes and regulator gene is color coded, with dark blue representing low expression, while bright yellow indicates highly expressed genes. The hierarchical tree on top of the figure is the tree used to assign the regulator gene. The vertical pink colored line represents the partition of samples defined by the first node of the tree.

We also examined the genes present in the Black module in the Lemon-Tree results. Many of the genes in the Black module clustered together in cluster10. The Lemon-Tree algorithms point to *ACKR2* as regulator gene (Figure 5B), again encoding a chemokine receptor, but in this case its exact function is not known.

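The correlation of ACKR2 (ENSSSCG00000011289, chromosome 13 from 28991359 to 28992704) with the Black eigengene, computed from the other 104 Black genes, was r = 0.884 and rho = 0.867 over the 36 pigs (permutation tests, p = 1e-05 each, the smallest that they can give; 4 regulator relations in all). Without the 2 pigs farthest from its median r was 0.872. Within groups, r was 0.909 in lean, 0.804 in intermediate and 0.881 in obese pigs (permutation tests, p = 5e-05, 0.00112 and 0.00023, with 12 pigs each). ACKR2 is itself in the Black gene list, which was chosen on these pigs in the same way, so its high correlation was fixed in advance too. Its normalized count was 385.9 ± 266.1 (SD, n = 12) in lean and 567.8 ± 363.4 in obese pigs, a log2 difference of 0.62 that was within the spread between pigs (standard error 0.365, limma p = 0.0960).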

## Conclusions

Examining the obesity-related measurements of the 36 RNA-sequenced animals (divided among three genetically extreme groups) showed that there are clear differences between the three groups. Further investigation of their expression profiles using systems biology and network approaches revealed pathways that potentially play a key role in the development of obesity and obesity-related diseases (e.g. inflammation and osteoporosis). Specifically, our network approach WGCNA revealed several clusters of highly interconnected genes of which some were associated to immune-related pathways, which have previously been implicated in the pathogenesis of obesity. A subset of these pathways was also related to *osteoclast differentiation* (P_adj_ = 1.4E^-7^), which has been associated with the immune system and osteoporosis. The co-expression of immune-related genes and their association with osteoclast differentiation shows the close association between obesity, the immune system and bone remodeling diseases like osteoporosis – these results have important implications for obese human patients. Furthermore, Lemon-Tree algorithms detected three regulator genes: *CCR1*, *MSR1* and *SPI1*. Those were previously associated with the immune system and/or osteoclast differentiation, but here we show that those genes may have a key role in the link between obesity and osteoporosis. Another module contained genes previously associated with lipid metabolism and glucose metabolism, which reveals the known close association between obesity and other metabolic diseases like type 2 diabetes. Differential network analysis revealed several genes which showed a different level of activity in the pathways they represented. Many of those genes were previously associated with obesity or the immune system, but not detected using single-gene association studies. This stresses the potential of using systems biology or network biology approaches on complex diseases in order to detect genes which may be important in disease development, and consequently could be potential drug markers.

In conclusion, this study shows the advantage of using systems or network biology approaches in complex diseases to unravel their genetic architecture and transcriptional regulation. We revealed several new pathways and, more importantly, key regulator genes present in those pathways which give a better understanding of the complex transcriptional regulation of obesity. Furthermore, we have confirmed, using our genetically characterized omnivorous porcine model, the known association of obesity with other bone-related and immunity-related diseases at the transcriptomic level, and revealed several genes actively present in those associations.

## Methods

### The F2 pig population and subcutaneous adipose tissue samples

The samples used in this study were derived from a pig resource population established with the purpose of identifying the molecular background for obesity and obesity related traits. For a detailed description of the population and the phenotypes see (Kogelman et al.) [3]. In this study we have only used the Duroc *Göttingen Minipig intercross that comprise a total of 279 animals generated by intercrossing Göttingen minipig boars (Ellegaard A/S) and Duroc sows (DanBred breeding herd). The Göttingen minipig breed is characterized for their small size, and its genetic predisposition for obesity, and for sharing several metabolic impairments seen in humans [95]. The Duroc pig is a production breed, intensively selected for leanness and growth during the last 60 years. This population has been extensively phenotyped for OOR traits, e.g. weight, conformation, dual energy x-ray absorptiometry (DXA) scanning and slaughter measurements. The F2 pigs were produced at the research farm, University of Copenhagen Tåstrup, Denmark. Animal care and maintenance have been conducted according to the Danish “Animal Maintenance Act” (Act 432 dated 09/06/2004) and biological samples were collected according to the Danish “Veterinary Procedures Act” (Act 433 dated 09/06/2004). After slaughtering, a biobank of tissues was created by sampling several tissues for each animal, including subcutaneous adipose tissue. Following, we created one aggregate predicted genetic value based on the selection index theory [96] to represent the degree of obesity in each animal: the Obesity Index (OI) [6]. The OI followed a normal distribution, and based on this distribution animals were categorized in two extreme groups: obese and lean. A third group was categorized as being around the mean of the distribution. We selected 36 animals from those three groups for RNA-sequencing of subcutaneous adipose tissue: 12 low OI (lean), 12 intermediate OI, and 12 high OI (obese). For animal selection, the family structure and the genders of the animals was taken into account, by maximizing the number of directly related animals (full sibs) to three per group and taking care of equal gender distribution within the groups.

### Phenotypic characterization of the selected animals

The phenotypic measurements of the animals were investigated to compare the phenotypic distributions between the three selected groups. Data that were not normally distributed was transformed to approach normality. Differences in means were tested using an analysis of variance model using the R statistical package [97]. All phenotypic measurements were corrected for gender, and in case of a significant effect corrected for batch and age effect, as described before in Kogelman et al. [3]. Results were noted as highly significant with a P-value below 0.001, significant with a P-value below 0.01 and tend to be significant with a P-value below 0.05.

### RNA isolation and RNA-Sequencing

Total RNA was isolated from porcine subcutaneous adipose tissue using the RNeasy lipid Mini kit (Qiagen, Germany) following manufacturer’s recommendations. Briefly, 100 mg of tissue were homogenized in Qiazol buffer using the gentleMACS™ Octo Dissociator system (Milteny Biotec, GmbH, Germany) with M tubes (Milteny Biotec, GmbH, Germany) and the RNA_02 program recommended by the manufacturer. The RNA was DNase treated in order to degrade the remaining genomic DNA. At the end of the protocol the RNA was eluated in 30 μl of RNAse free water. Quantity and quality were assessed by Nanodrop ND-1000 spectrophotometer. Furthermore integrity of the isolated RNA was inspected by electrophoresis in a 1.4% agarose gel and by measuring the RQI value on an Experion™ system (BioRad) using Eukaryote Total RNA StdSens kit (BioRad). The RQI average for all the 36 extracted samples was 8.56.

For the RNA-seq, libraries were constructed using 400 ng of total RNA and TruSeq RNA Sample Prep (Illumina) with Poly-A pull down rRNA depletion following manufacturer’s recommendations. Samples were sequenced on the HiSeq2500 platform, dividing the 36 samples over 4 lanes, using a read length of 100 bp paired-end reads [98]. Before alignment, reads with a low quality and adapters were detected using FastQC and removed. Remaining reads were mapped to the SScrofa10.2.72 genome using default parameters in STAR aligner. This resulted in an average of 30,557,234 uniquely mapped reads per sample, of which on average 81.60 percent was mapped in the intragenic region (within introns or exons). On average 20,390 transcripts were detected among the mapped reads. Read counts were estimated at gene-level using HTSeq [99].

### RNA-Sequencing data normalization and gene selection

Previous studies have been shown that genes with extreme low expression levels are less reliable [100]. Therefore, genes with expression levels equal or lower than 5 were removed from the dataset, resulting in 12,253 genes per sample. The between-sample bias was removed by estimating the library size factor using the estimateSizeFactor() function in DESeq [101]. Normalization was then performed using the voom() variance-stabilization function in the R-package Limma [102], whereby samples were corrected for gender.

### Weighted Gene Co-expression Network Analysis

Because of computational limitations the dataset had to be further reduced for network construction. 

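Counted on the deposited values over the 36 pigs, the number of genes with an SD above 0.25 on the log2 scale was 8745. After removal of a linear sex term it was 8511, and after division by the whole size factor in addition, an alternative chosen after the data had been seen, 8215.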

As it is believed that non-changing genes provide limited information in a co-expression network setting, genes were selected based on their variation (SD > 0.25), resulting in 8,745 genes. Furthermore, based on the connectivity (sum of connection strengths with all other genes) genes were selected for the lean, intermediate and obese sub dataset, as genes with a high connectivity (hub genes) are thought to be more biologically important [103]. 

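Between the lists of most connected genes of the groups, computed on the residuals, lean and obese pigs shared 537 genes, lean and intermediate pigs 416 and intermediate and obese pigs 320, with 153 genes on all 3 lists. With the values as deposited these numbers were 317, 453, 282 and 92.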

The 1500 highest connected genes in each of the lean, intermediate and obese sub-dataset resulted in a joint dataset of 3532 unique genes. Consequently, we built an unsigned co-expression network using the WGCNA R-package [104], using 3532 genes. The adjacency matrix was created by calculating the Pearson’s correlations between all genes, and raised to a power β of 7. The power β was chosen based on the scale-free topology criterion [105], resulting in a scale-free topology index (R^2^) of 0.92. Next, the Topological Overlap Measure (TOM), representing the overlap in shared neighbors, was calculated using the adjacency matrix. The dissimilarity TOM was used as input for the dendrogram, and modules (clusters of highly interconnected genes) were detected as branches of the dendrogram using the DynamicTreeCut algorithm [106]. All modules were assigned to a color. The module eigengene was used to represent each module, which was calculated by the first principal component, thereby capturing the maximal amount of variation of the module. Using the module eigengene, the Module-Trait relationships were estimated by calculating the Pearson’s correlations between the module eigengene and the traits of interest. Those Module-Trait relationships were used to select potential biologically interesting modules for downstream analysis. Modules were selected when they had a correlation >0.5 with at least one of the selected traits. Genes in the module were selected when their intra-modular connectivity with that particular module was >0.6, the intra-modular connectivity with all other modules <0.6. The intra-modular connectivity is calculated as the correlation between the gene’s expression profile and the expression profile of the module eigengene. Another gene characteristic is the Gene Trait correlation: the correlation between the gene’s expression profile and the phenotype of interest.

### Functional annotation

After selection of modules and genes retained in those modules, we investigated those modules using several different module characteristics. An important intra-modular analysis was detection of the correlation between the Module Membership and the Gene-Trait relationships. The Module Membership is based on measuring the intra-modular connectivity: the correlation of a particular gene in the module with the module eigengene. The Gene-Trait relationship is the correlation between the expression profiles of a particular gene with the phenotype of interest. We selected a subset of the modules based on functional annotation. Using BioMart [107] the associated gene names were detected. Gene length bias has been shown to be an important bias in RNA-Seq, as longer genes will be sequenced deeper than shorter genes [31]. Therefore, we used GOSeq [108] to detect overrepresented gene ontology (GO) terms and KEGG pathways, which is able to correct for gene length bias. The Probability Weighting Fuction (PWF) is obtained depending on the gene length, which is used in the Wallenius approximation to calculate overexpressed GO terms and KEGG pathways among the selected modules. To correct for the multiple testing problem, the p-values are adjusted using the Benjamini-Hochberg (BH) correction. GO terms and KEGG pathways were thought to be significant when the adjusted p-value was below 0.05.

### Differential connectivity

The differential connectivity is a measure of the differences in gene interactions between the lean and obese animals, potentially identifying genes which underlie a difference in transcriptional regulation [67]. Therefore, two sub-networks were created: one with only the 12 lean animals (lean sub-network) and one with only the 12 obese animals (obese sub-network). For network construction, we used the 12,253 genes which passed the quality control measures as described above. Again, we selected the most varying genes by using the variance threshold of S.D. > 0.25, resulting in 8,745 genes for network construction. The adjacency matrix was constructed in both sub-networks, and was created by calculating the Pearson’s correlations and raising them to the power β = 9, based on the scale-free topology assumption. The connectivity of each gene was calculated in both the lean and obese sub-network, as the sum of connection strengths of a particular gene with all other genes.

The differential connectivity (k_diff) was calculated by subtracting the connectivity of the genes in the lean sub-network from the connectivity in the obese sub-network. This resulted in a normal distribution of values between -1 and 1. When the k_diff was positive, it meant that the genes were highly connected in the obese sub-network than in the lean sub-network, while a negative k_diff meant that the genes were highly connected in the lean sub-network than in the obese sub-network. Furthermore, we performed a standard *t*-test, comparing the gene expression of the obese vs. the lean animals, to assign the difference in expression between the two sub-networks. Genes were labeled as differential connected when the absolute k_diff was above 0.6, resulting in the detection of genes which were hubgenes in one sub-network, but not in the other sub-network. Differentially connected genes were selected for functional annotation when their absolute *t*-test statistic was above 1.96 indicating that the genes are differentially expressed between the obese and lean animals. Associated genes were detected again using BioMart [107].

### Detection of regulator genes

To detect regulator genes of the modules, we used the Lemon-Tree software suite, available at https://code.google.com/p/lemon-tree/. Lemon-Tree is able to detect regulatory modules from gene expression data using probabilistic graphical models [109]. We used the voom() normalized expression data of the 12,253 genes which passed QC, and further reduced the dataset by selecting genes with a standard deviation above 0.5. Afterwards, the 3,101 resulting genes were centered and scaled, resulting in a mean of 0 and standard deviation of 1. Using Lemon-Tree, expression data is clustered based on the Gibbs sampler method [110]. To identify reliable clusters the clustering algorithm was run 10 times, and afterwards clusters are integrated to generate a single robust clustering solution (tight clustering). Samples were grouped (hierarchical tree) based on a similar mean and standard deviation. To identify candidate regulator genes we created a set of potential regulators consisting of transcription factors and signal transducers, using the GO categories ‘transcription factor activity’ and ‘signal transducer activity, resulting in 1104 genes. Those potential regulators were assigned to nodes in the hierarchical tree by logistic regression, and probabilistic scores were assigned to those regulators. This results in a high probabilistic score in case there is a different expression pattern on each side of the particular tree node. After generation of multiple statistically equal partitions of conditions for each cluster of genes, it uses an ensemble approach to sum the strength with which a regulator participates in each regulatory tree. The overall statistical confidence is calculated and used for prioritizing regulators, represented by the global probabilistic score (Prob. score). We calculated the significance of those probabilistic scores by comparing the assigned regulators with randomly assigned regulators, using a *t*-test comparing their means. Mathematical details of the Lemon-Tree algorithms can be found in Joshi et al. [16].The complete workflow used in this study is visualized in Figure 6.

**Figure 6:**
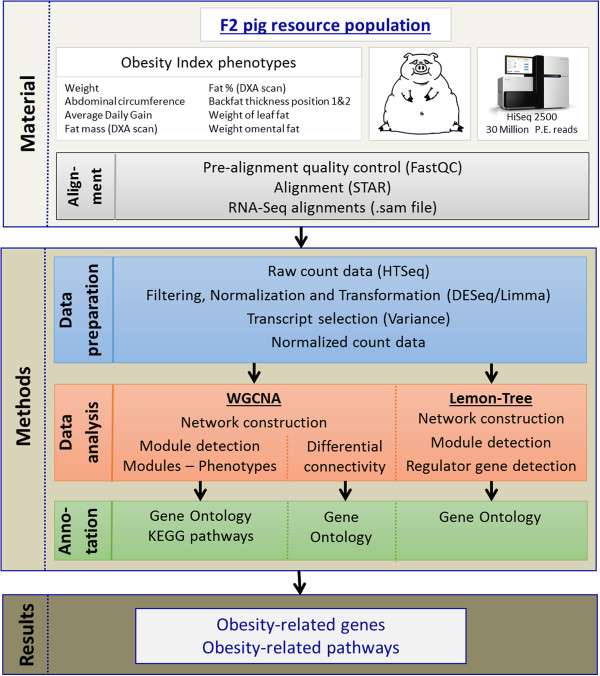
Workflow of the RNA-Seq data analysis.

### Availability of supporting data

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [111] and are accessible through GEO Series accession number GSE61271 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61271) [98].

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

HNK was the overall project leader who conceived and conducted this study and supervised LJAK in the genetics, bioinformatics and systems biology analyses. MF collected and provided the phenotypic measurements and adipose tissue for RNA Sequencing. SC performed the RNA isolation, and quality control of RNA samples before RNA Sequencing. LJAK analyzed all the data and wrote the first draft of the manuscript. Preliminary analytical work was carried out at the University of Groningen Medical Centre where DVZ helped LJAK by creating the RNA Sequencing alignment pipeline, under the supervision of LF. All authors wrote, read, and approved the final version of the manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/7/57/prepub

## Supplementary Material

Additional file 1 All genes present in the selected WGCNA modules (Black, Blue, Brown, Lightyellow, Greenyellow) with the ensemble gene ID, position and associated gene names (using BioMart); genes which were not assigned to a gene name are not presented. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

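RNA-Seq of subcutaneous adipose tissue was analysed from 36 pigs, 12 lean, 12 intermediate and 12 obese, of which 19 were males and 17 females. Each pig is a biological replicate and has 1 column in the deposited table of 12253 genes.

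The authors filtered the reads with FastQC, mapped them to Sscrofa10.2 with STAR, counted them per gene with HTSeq, removed genes at low levels, estimated size factors with DESeq and applied the voom function of limma; the deposited values are on a log2 scale. The steps between the low values show that a value is the log2 of the read count plus 0.5, divided by the size factor plus 1, on a per-million scale. Whole reads were recovered from these steps. The share of values within 0.1 of a whole number was 99.9% both in the least regular column and in the median column. Recovered reads per pig ranged from 8735839 to 11755925, with a median of 10496910. Normalized counts in the text are recovered reads divided by the size factor. The lowest counts in the table were 6 or 7 reads per column, so the spread of the lowest genes includes the counting error of a few reads. Pairs of pigs had correlations of 0.898 to 0.978 over all genes. Sex is not corrected in the deposited values, which was seen from the whole reads and from the number of genes that differ between the sexes.

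Gene by gene tests were run with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and an intensity trend, on the log2 values of all pigs, with group and sex as terms and Benjamini-Hochberg (BH) correction over all genes at 0.05. A linear trend over the Obesity Index group means, the difference between males and females and the interaction of sex with obese against lean were tested in the same way. Everything else was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Networks and modules used residuals after a linear sex term, by a rule made before the data were examined, that residuals are used if any gene passes for sex.

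Module genes were taken from Additional file 1. An eigengene is the first principal component of the module's scaled genes over the 36 pigs. Its sign was set by the mean of the genes, and it was scaled to an SD of 1. Differences and correlations were tested by two-sided permutation with 100000 resamples, or by all arrangements within the sexes. They were BH-corrected over the 5 modules. Correlations were repeated without the 2 pigs farthest from the median. Jackknife standard errors leave out 1 pig at a time.

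The network selection took genes with an SD above 0.25, an unsigned adjacency with power 7 and the 1500 most connected genes per group. Modules were rebuilt from topological overlap by average linkage and a fixed cut height in steps of 0.005, with at least 50 genes per module. Differential connectivity used the power 9 and thresholds of 0.6 on k_diff and 1.96 on t, with t from the equal-variance t-test. Results of models over many genes were set against 100 random splits or regroupings of the pigs, and module densities against 1000 random gene sets.

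The steps were tested on simulated data. With 200 of 12253 genes changed by 1 on the log2 scale, limma recovered 183 (91.5%) in the right direction with 6 false calls. The connectivity step recovered 198 of 200 planted genes with 0 false calls among 2000 genes. The planted genes shared a factor much stronger than their noise, and the other genes were independent of each other. Genes in the pigs are correlated, and random splits of the pigs gave a median of 61 genes past the threshold. The 0 false calls therefore do not carry over to the pigs. The network step found 4 of 4 planted modules in 800 genes. Eigengenes had correlations of 0.998 and 0.975 with the planted factor in modules of 275 and 21 genes.

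Marker lists for macrophages, T or NK cells, B cells, adipocytes, fibroblasts or progenitors, endothelial cells, skeletal muscle, blood and skin were written from general knowledge before the data were seen. Lists of interferon response genes and of X-linked genes were written after the data had been seen, before the tests that use them. A list's score is the mean of its scaled genes. Alternatives were a fit without sex, fits of lean and obese pigs alone, limma without the trend, a filter that removed the lowest 25% of genes, subtraction of each pig's median, Spearman's correlation, other powers and thresholds, a signed network, all genes, Welch's test, 1 sex at a time and each pig left out in turn. Division by the whole size factor, voom weights on the recovered reads and further combinations were added after the data had been seen.

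Lemon-Tree, the dynamic tree cut, gene ontology and pathway sets and phenotypes per pig were not used here, so enrichment, probabilistic regulator scores and correlations with single traits were left out. Lanes and sibs could not be assigned to pigs.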

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

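Of the tests in this part, those of the sex labels and all those with division by the whole size factor were chosen after the result was seen.

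The Black eigengene differed between obese and lean pigs in another way in males than in females. The difference was 1.51 SD units in males and -0.215 in females, a contrast of 1.73 with an exact p of 0.0415 from permuting sexes within groups, and a BH-adjusted p of 0.104 over the 5 modules. It thus fails the correction. On the ranks of the eigengene the permutation p was 0.0169, which argues against a few pigs at the ends of the range as the whole cause. Pig 1, a lean female, had the highest value of the lean pigs, 1.38. A wrong sex label stays open for pig 1, as described below, and the contrast was not recomputed without that pig. After division by the whole size factor the contrast was 1.62 with an exact p of 0.0551. Most of the contrast thus stayed, which argues against the scaling of the deposited values, by the size factor plus 1, as the whole cause. The scaling stays open as a part of the pattern. A difference between the sexes in how the module goes with obesity also stays open, as does chance, since the contrast was 1 of 5 tested.

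The Greenyellow eigengene showed the opposite contrast. Obese pigs exceeded lean pigs by 1.92 SD units in females and by 0.0727 in males, a contrast of -1.85 with an exact p of 0.0287 and a BH-adjusted p of 0.104. The permutation p on ranks was 0.0188, and after division by the whole size factor the exact p was 0.0203. These argue against a few extreme values and against the scaling as the whole cause. The lowest value of all pigs, -2.81, was that of pig 1, a lean female. Its sex label stays open, as described below, and the contrast was not recomputed without that pig. The pattern fails the correction over the modules, so chance stays open, and a biological difference between females and males is a hypothesis that was not tested on other pigs. Lanes and sibs, which could be spread unevenly over the sexes, were not assigned to pigs and stay open too.

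In limma, 1 gene, ENSSSCG00000010229, had another difference between obese and lean pigs in males than in females after correction over all genes, and 1577 genes had an unadjusted p below 0.05. The contrast was 0.72 on the log2 scale (standard error 0.127, adjusted p = 0.0265). Normalized counts were 575.8 ± 66.2 (SD, n = 7) in lean and 702.3 ± 61.3 (n = 6) in obese males, and 659.3 ± 34.3 (n = 5) in lean and 520.3 ± 68.6 (n = 6) in obese females. Intermediate pigs had 631.2 ± 86.2 in males and 626.2 ± 48.7 in females (n = 6 each). Of 100 regroupings of the sexes, the real one included, 8 gave as many genes, so chance cannot be excluded. After division by the whole size factor limma called 0 genes, so the call depends on the scaling.

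Between males and females, 268 genes differed in limma, 117 of them higher and 151 lower in males; the paper reports no such comparison, only a correction for gender. The smallest p was that of ENSSSCG00000029857, with a log2 difference of -0.79 (adjusted p = 5.18e-10). Next came KDM6A, with 315.7 ± 35.9 (SD, n = 19) normalized counts in males and 460.3 ± 59.3 (n = 17) in females and a log2 difference of -0.55 (adjusted p = 9.71e-07). TENT5C and FGF10 were higher in males, with log2 differences of 1.24 and 1.90. USP9X, ZRSR2 and SYAP1 were lower in males, with -0.50, -0.64 and -0.41. Of 100 regroupings only 1, the real one, gave as many genes, and the others gave at most 2, which argues against chance. Depth did not differ between the sexes (permutation p of the size factors 0.561), and 262 of the genes still passed after division by the whole size factor; these argue against depth and scaling as the whole cause. On a list of 6 X-linked genes, 3 pigs lay nearer the mean of the other sex: pig 1, a lean female, at -0.168, and pigs 2 and 28, a lean and an obese male, at 0.133 and 0.115. All 3 lie between the means of -0.586 in males and 0.655 in females. On this list, a wrong sex label for these pigs cannot be told apart from spread between pigs. On the second principal component, 18 of the 19 males lay below 0 and 16 of the 17 females above. Pigs 2 and 28 lay at -4.00 and -29.1 there, which goes with their labels. Pig 1 lay at -19.9, on the side of the males, so a wrong label stays open for it in particular. Sex of the animals is the biological explanation that the design names, and it stays open.

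Outside the modules and the genes that the paper names, limma called 5 genes between obese and lean pigs, all lower in obese pigs. ENSSSCG00000012566 had 37.0 ± 9.26 (SD, n = 12) normalized counts in lean and 20.0 ± 3.19 in obese pigs, a log2 difference of -0.86 (standard error 0.143, adjusted p = 0.00834). ENSSSCG00000007005 had 500.2 ± 116.9 and 302.7 ± 55.8, with -0.72 (standard error 0.132, adjusted p = 0.0261). TAS1R3 had 141.3 ± 42.0 and 83.3 ± 18.4, with -0.75 (standard error 0.147, adjusted p = 0.0453), and ENSSSCG00000022685 had 65.6 ± 14.0 and 43.6 ± 7.28, with -0.60 (standard error 0.120, adjusted p = 0.0453). ENSSSCG00000020756 had 143.9 ± 134.4 and 41.0 ± 24.6, with -1.81 (standard error 0.367, adjusted p = 0.0475). For each gene, 0 or 1 of the 12 obese pigs lay above the lean median. Of 100 splits of the pigs, 1, the real one, gave as many genes, and the others gave at most 2. This argues against chance, but 1 of 100 is the smallest share that these splits can give. They also take the pigs as exchangeable, although sibs and lanes were not assigned. The 1800 genes with an unadjusted p below 0.05 were reached in 2 of the 100 splits, the real one included. All 5 genes still passed after division by the whole size factor, which argues against the scaling. Obese pigs were younger at slaughter than lean pigs, with group means of 218 and 309 days, so age and obesity stay open together, and neither was tested apart from the other.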

How the results depend on the processing

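The alternatives with the whole size factor, with voom weights and with combined changes, the values as deposited for all but the eigengene differences, the SD counts and the differential connectivity, and the runs of differential connectivity without single pigs were chosen after the results were seen. For each change described here, the cause was not tested.

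Without the sex term, limma called 3 genes between obese and lean pigs in place of 5, and all 3 are among the 5. A fit of lean and obese pigs alone called 17 (4 higher and 13 lower in obese pigs), limma without the intensity trend 12 (3 and 9) and limma without the lowest 25% of genes 1. Subtraction of each pig's median and division by the whole size factor each called 9, 2 higher and 7 lower, where the deposited scaling called 0 higher and 5 lower; the voom weights on the recovered reads called 8. All 5 genes were kept in each of these but the fit without sex (3), the filtered fit (1) and the voom weights (4). The trend over the groups called 11 genes, and 3 with the scores 1, 2 and 3. For males against females, the whole size factor moved the counts from 117 higher and 151 lower to 169 and 164. Count tests with edgeR or DESeq2 had been listed in case whole reads could be recovered; they were not run, and the voom weights on the recovered reads stand in their place. Another pseudocount had been set only for values that are not on a log scale and was not tried.

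In females alone, the eigengene difference between obese and lean pigs was 1.17 for Blue, no longer past the threshold, -1.23 for Lightyellow and 1.69 for Greenyellow, both past it, and -0.224 for Black, with its sign reversed. In males alone it was 1.13 for Blue, no longer past the threshold, and 0.0299 for Lightyellow, reversed. Correlations with the Obesity Index group mean in females were 0.480 for Blue and 0.131 for Brown, no longer past it, and -0.0949 for Black, reversed. In males they were 0.482 for Blue and 0.0394 for Greenyellow, no longer past it, and 0.612 for Black, now past it. Spearman's correlation took Lightyellow past it, at -0.350. Division by the whole size factor took the Brown difference past it, at 1.01 with and 1.02 without the sex term (BH-adjusted p = 0.04997 and 0.0453; over the alternatives with both sexes and all pigs, that p ran up to 0.0929).

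Leaving out each pig in turn gave differences of 1.07 to 1.46 for Blue, 0.831 to 1.19 for Brown, -0.797 to -0.446 for Lightyellow, 0.615 to 0.915 for Black and 0.809 to 1.12 for Greenyellow. The Brown difference passed without lean pig 2 (1.19) or lean pig 8 (1.05), and the Greenyellow difference without obese pig 28 (1.12).

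The values as deposited gave an explained variance of 64.9% for Lightyellow, the subtracted median 54.4%. Unscaled genes gave 70.5% for Black, and the whole size factor without the sex term 57.2% for Greenyellow. Thresholds of 0.85 and 0.95 on Blue membership left 104 and 17 genes. The relation of membership to the gene-trait correlation was 0.537 with Spearman's correlation, 0.519 with absolute values and 0.557 with absolute values of the values as deposited. The change in mean absolute correlation from lean to obese pigs was -0.0650 for Blue and -0.0785 for Lightyellow with Spearman's correlation, and 0.160 for Lightyellow, -0.0484 for Black and 0.236 for Greenyellow with the values as deposited.

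Differentially connected genes numbered 60, with 51 more connected in obese and 9 in lean pigs. There were 185 with the values as deposited, 141 with Spearman's correlation, 157 with all genes, 28 (17 and 11) with the median subtracted and 32 (20 and 12) with the whole size factor. Without the sex term there were 159 with the whole size factor, 148 with the median subtracted and 150 with Spearman's correlation. Genes past the t threshold as well numbered 6. They were 48 with the values as deposited, 16 with Spearman's correlation and 15 with all genes. Welch's test, whose t is the same by construction with 12 pigs in each group, left the 6 and the 48 unchanged. With the values as deposited and t between lean and intermediate pigs they were 29. Without the sex term they were 38 with the whole size factor, 38 with the median subtracted and 20 with Spearman's correlation. Without 1 pig the first count ran from 43 to 120, with 120 without obese pig 28, 109 without pig 30, 106 without pig 32 and 94 without pig 36. The balance of obese to lean pigs moved as well. Without lean pig 2 it was 25 to 31, the other way round, and without the other lean pigs but pig 3 (46 to 11) the genes more connected in lean pigs numbered 14 to 33 in place of 9: 27 without pig 1, 33 without 4, 27 without 5, 16 without 6, 21 without 7, 20 without 8, 16 without 9, 20 without 10, 14 without 11 and 25 without 12. Without obese pigs 28, 30, 32 and 36 the genes more connected in obese pigs numbered 111, 101, 93 and 86. The count with t ran from 3 to 20. It was 19 without lean pig 1, 13 without 2, 3 without 3, 20 without 4, 16 without 5, 12 without 10, 3 without 11 and 15 without 12. Without obese pigs 26, 31, 32, 35 and 36 it was 3, 11, 11, 10 and 11.

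Of the other values of these results, 74 under the alternatives set in advance and 64 under those added stayed on the same side of the test or within the spread. Named genes and the called genes changed sides of the adjusted threshold in 1 to 3 of 51 log2 differences per alternative (1 of 42 with the lowest 25% of genes left out), and 0 reversed. The authors removed genes at low levels, and no gene in the table is under 6 reads in any pig, so genes at lower levels could not be examined here. The 8735839 to 11755925 recovered reads per pig are those of the 12253 genes that were kept, not the whole sequencing depth. No paired analysis was possible because each pig belongs to 1 group and sibs were not assigned.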

Differences from the paper's values

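Among the settings compared here, the values as deposited in the rebuilt network, the absolute values of the Blue correlations, the power 9 with the values as deposited and the t-test of lean against intermediate pigs were chosen after seeing the values.

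The rebuilt network had 12 modules, against the paper's 20. Of the alternatives set before the data were examined, a smallest module of 30 genes gave 14 and came within 1.5 times of the paper's number; the power 9 with 11 and the signed network with 9 did not. The values as deposited, chosen after seeing the values, gave 13.

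The correlation of Module Membership with the gene-trait correlation over the Blue genes was 0.799, against the paper's about 0.62 in Fig. 3A, read by eye. On the scale of that figure, which shows absolute values, it was 0.519, a setting chosen after seeing the values that drops none of the 275 genes. Spearman's correlation, with 0.537, lay within the error of the paper's value and the scores 1, 2 and 3, with 0.797, did not.

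Differentially connected genes numbered 60, against the paper's 185. The values as deposited gave 185, and Spearman's correlation with 141 and all genes with 157 also came within 1.5 times of it. The power 7 with 58, the signed network with 48 and the subtracted median with 28 did not. The paper describes a correction for gender, and it is the setting without one under which the count equals the paper's.

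Genes both differentially connected and differentially expressed numbered 6, against the paper's 29, and 3 of them were in a selected module, against the paper's 12. None of the alternatives set before the data were examined came within 1.5 times of the first: the values as deposited gave 48, Spearman's correlation 16 and the power 7 gave 7. Welch's test gave 6 as well, but with 12 pigs in each group its t is the same by construction, so it tests nothing here. In the selected modules, the values as deposited gave 31 and did not come near either. With the values as deposited and t computed between lean and intermediate pigs, chosen after seeing the values from 48 combinations, there were 29 genes with 12 in the modules, and 0 of the 19 genes that the paper names were dropped. Of the 48 combinations, 5 gave 29 genes, 4 gave 12 in the modules and 2 gave both with all 19 named genes in the paper's directions. These 2 are 1 result counted under equal and unequal variance, which give the same t for 12 against 12 pigs, and the 48 combinations hold fewer distinct ones for the same reason.

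Of the paper's 8 hubs in obese pigs 4 passed 0.6, and of its 11 hubs in lean pigs 0 passed -0.6. The values as deposited gave 8 and 11. For the obese hubs, Spearman's correlation gave 1, the power 7 gave 4, all genes 1, the signed network 2 and the subtracted median 1, all differing from the paper's number. For the lean hubs these gave 0, 0, 1, 1 and 0, which differ too. On the residuals and with the values as deposited, the sign of k_diff was the paper's for all 8 and all 11. With the median subtracted or the whole size factor it was so for 7 of the 8, MARC2 having -0.117 and -0.103.

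Settings that reach a value of the paper where the values above did not differ by the same rule are the values as deposited, with 8745 genes of an SD above 0.25 in place of 8511, and the values as deposited with the power 9, chosen after seeing the values, with a union of 3532 genes in place of 3380.

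In statements on single genes, the paper calls AMD1 the hub of the Lightyellow module. By Module Membership, the paper's measure of intra-modular connectivity, AMD1 ranked 8 of 21, while of the other genes it names as most interconnected POLR1C ranked 1, NOL9 3, EIF4A1 4 and ABCE1 7. By the sum of adjacencies AMD1 ranked 13 on the residuals and 12 with the values as deposited, and NOL9 and POLR1C held the first 2 ranks on both. The paper states that IFI35 is down-regulated in obese animals. Its log2 difference between obese and lean pigs was 0.13 with a standard error of 0.187, and with the values as deposited t (lean minus obese) was -0.766. Both point in the other direction, while t between lean and intermediate pigs was 2.36. After the sex term, though, only 4 of the 12 obese pigs lay above the lean median, so the higher mean was not shared by most obese pigs. Of the genes that the paper calls differentially expressed, SNX19 (-1.08), PLA2G16 (-1.79), CACNA2D1 (-0.240) and FRMPD4 (-0.314) did not pass 1.96 between lean and obese pigs with the values as deposited. REV1 was lower in obese pigs (t = 3.06) as the paper states, and the other named hubs were higher. The paper counts CCR1 and SPI1 among the genes of the module they regulate; in Additional file 1, MSR1 is in the Blue list and ACKR2 in the Black list, with Module Memberships of 0.881 and 0.887.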

Other observations

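In this part, the tests of the 29 genes, of the 3 pigs on the second principal component (sex included), of interferon genes under Spearman's correlation, of the median and the size factor and of age were chosen after the result was seen. So were the t-test of lean against intermediate pigs, the runs without single pigs and the interferon list.

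The Blue eigengene is higher in obese pigs. The macrophage list was higher as well, by 1.11 SD units (permutation p = 0.00311, BH-adjusted p = 0.0249 over the 8 lists with genes in the table). It is no separate evidence: 8 of its 9 genes are in the table, all 8 of them in the Blue module, and CD68, CSF1R and MSR1 are genes that the paper names. The most abundant were C1QC, with 2277 normalized counts in lean and 4073 in obese pigs, and C1QA, with 1470.1 and 2605. Since 0 macrophage genes lie outside the module, a larger share of macrophages and more transcripts per macrophage cannot be told apart. The endothelial list was lower in obese pigs, by -0.787 (permutation p = 0.0189, BH-adjusted p = 0.0754, 3 of 5 genes, PECAM1 from 9516 to 7895), and did not pass the threshold. Its direction argues only weakly against a lower share of adipocytes alone, since that would raise the other cell types alike. Age at slaughter followed the index in the opposite direction (r = -0.945 for group means given to the pigs), with means of 309, 234 and 218 days, so that age and obesity cannot be told apart over the groups. A rise in macrophages in obese fat is a hypothesis that these data leave open.

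The other lists did not pass either. The T or NK cell list differed by 0.511 (p = 0.131; 4 of 7 genes, 1 of them Blue): CD247, the most abundant, had 636 and 638 normalized counts in lean and obese pigs, while CD2 had 51.1 and 134.7, LCK 25.0 and 64.6 and NKG7 124.2 and 232.4. The adipocyte list differed by 0.394 (p = 0.233; 4 of 7 genes; PLIN1 20986 and 20838) and the fibroblast or progenitor list by 0.460 (p = 0.187; 5 of 6 genes, 1 of them, DPT, Black; COL3A1 252379 and 313639). The blood list differed by 0.548 (p = 0.223; 2 of 3 genes; HBB 2481 and 4568), the skin list by -0.731 (p = 0.0878; 1 of 3 genes; KRT10 129.3 and 104.0) and the interferon list by 0.126 (p = 0.770; 16 of 25 genes; MX1 903 and 1823). For B cells and skeletal muscle 0 genes were found in the table. The X-linked list had 6 genes, DDX3X with 3400 and 3759 being the most abundant. Adipose tissue itself expresses the adipocyte genes and holds blood vessels and connective tissue. Carry-over of skin or other neighbouring tissue was not tested.

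Intermediate pigs had 0 genes past the threshold against lean pigs in limma, with 1535 at an unadjusted p below 0.05. A trend over the 3 groups was called for 11 genes, 2 rising and 9 falling. Of 100 regroupings 1, the real one, gave as many, and the others gave at most 5, which argues against chance. The increases with the smallest p between obese and lean pigs fell short of the threshold: CD164 (log2 difference 0.46), CAMKMT (0.71) and ENSSSCG00000025450 (1.03), each at an adjusted p of 0.0515, CSPG4 (0.95, 0.0683) and ADAM-9 of the Blue module (0.53, 0.0709), with 11 or 12 of the 12 obese pigs above the lean median.

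With the sex term, 52 of 100 splits gave as many differentially connected genes as the real groups and 17 gave as many that were also differentially expressed, so chance cannot be excluded for either. With the values as deposited these numbers were 3 and 1 of 100, the real split included. Both shares are under 0.05, the level below which a share is taken here to argue against chance, although 2 random splits reached at least the 185 genes of the real one. Random sexes drawn within the groups left a median of 158 genes and a range of 92 to 229. The fall to 60 was reached in 1 of 100 draws, the real one. This argues against the removal of an arbitrary term with 2 levels as the cause. Random sexes take out less than the real ones: in limma, 268 genes differed between the real sexes and at most 2 between regrouped ones. The draws therefore cannot tell whether the removal of any other large term would lower the count as much. Of the 185 genes found without the sex term, 28 passed for sex in limma and 25 were among the 60. A part of the signal without the sex term may therefore go with sex, which was 7 males to 5 females in the lean and 6 to 6 in the obese group; why the fall is so large stays open. For the change in mean absolute correlation within modules, 17 of 100 splits were as large for Blue, 14 for Brown, 72 for Lightyellow, 24 for Black and 99 for Greenyellow, so chance cannot be excluded for any of the 5.

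The 29 genes of Fig. 4 were met when t was computed between lean and intermediate pigs, with 12 of them in the modules and all 19 named genes in the stated directions. An exchange of the intermediate and obese labels in the deposited values was tested as another source. The sub-networks of lean and intermediate pigs gave 62 differentially connected genes, far from the 185 that lean and obese pigs gave, which argues against it. That the t statistics could come from lean against intermediate pigs is a hypothesis, found on the same data among 48 combinations, of which those of 12 against 12 pigs were counted under both variances with the same t.

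On the second principal component, which held 11.8% of the variance, obese pigs 25, 26 and 27 lay at 41.5, 52.9 and 39.5 and the other pigs between -29.1 and 21.8. The component follows sex: 18 of the 19 males lay below 0 and 16 of the 17 females above, and the 3 pigs are females. On the matching component of the residuals after the sex term (absolute r = 0.584 with the component above), 4 other pigs lay above the lowest of the 3, so that sex may be a part of what sets them apart; the other 14 females lay at 21.8 or below, and why these 3 differ from them stays open. No size factor of the 3 pigs was outside the range of the others (0 of 3), which argues against depth. On the interferon list without the 40 genes with the highest loadings, pigs 25 and 27 scored 2.88 and 2.78, but 2 other pigs lay above pig 26 at 0.830, so the interferon response does not account for all 3. On the T or NK cell list, of which 2 genes were left, the 3 pigs scored 1.62, 1.87 and 1.54 and 0 other pigs lay above the lowest of them, so that an infiltrate of such cells may be part of it; with 2 genes this is a hypothesis only. Lane or litter, which could set 3 pigs apart, was not assigned to pigs and stays open.

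Among the 51 genes more connected in obese pigs are 9 genes of the interferon response or its regulators, picked by eye: IRF1, IRF9, IFIT2, IFI35, GBP2, BATF2, PARP9, UBD and ETV7. Under Spearman's correlation 39 of the 51 and 7 of the 9 stayed past 0.6, which argues against a few pigs far from the others on the log scale as the whole cause. Single pigs still moved the number of genes more connected in obese pigs, from 51 to 25 without lean pig 2 and to 111 without obese pig 28. Dependence on single pigs therefore stays open. The correlations of the 51 genes among themselves were not followed in those runs. The correlations of these genes within obese pigs may also follow the second component, which goes with sex in part. The 51 genes had a median absolute correlation of 0.692 with it in obese pigs, against 0.337 over all genes.

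The median log2 value per pig followed the size factor, with r = 0.967 and a range of 0.311 over the pigs. After division by the whole size factor r was 0.388 and the range 0.0931. Most of the relation thus goes with division by the size factor plus 1, which corrects depth in part; a weaker relation stays unexplained. The eigengene correlations of the Lightyellow and Greenyellow modules with each other were -0.733.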
